# Whole Blood Transcriptomics Is Relevant to Identify Molecular Changes in Response to Genetic Selection for Feed Efficiency and Nutritional Status in the Pig

**DOI:** 10.1371/journal.pone.0146550

**Published:** 2016-01-11

**Authors:** Maëva Jégou, Florence Gondret, Annie Vincent, Christine Tréfeu, Hélène Gilbert, Isabelle Louveau

## Abstract

The molecular mechanisms underlying feed efficiency need to be better understood to improve animal efficiency, a research priority to support a competitive and sustainable livestock production. This study was undertaken to determine whether pig blood transcriptome was affected by differences in feed efficiency and by ingested nutrients. Growing pigs from two lines divergently selected for residual feed intake (RFI) and fed isoproteic and isocaloric diets contrasted in energy source and nutrients were considered. Between 74 and 132 days of age, pigs (n = 12 by diet and by line) received a regular diet rich in cereals and low in fat (LF) or a diet where cereals where partially substituted by lipids and fibers (HF). At the end of the feeding trial, the total number of white blood cells was not affected by the line or by the diet, whereas the red blood cell number was higher (P<0.001) in low RFI than in high RFI pigs. Analysis of the whole blood transcriptome using a porcine microarray reveals a higher number of probes differentially expressed (DE) between RFI lines than between diets (2,154 versus 92 probes DE, P<0.01). This corresponds to 528 overexpressed genes and 477 underexpressed genes in low RFI pigs compared with high RFI pigs, respectively. Overexpressed genes were predominantly associated with translational elongation. Underexpressed genes were mainly involved in the immune response, regulation of inflammatory response, anti-apoptosis process, and cell organization. These findings suggest that selection for RFI has affected the immune status and defense mechanisms of pigs. Genes DE between diets were mainly related to the immune system and lipid metabolism. Altogether, this study demonstrates the usefulness of the blood transcriptome to identify the main biological processes affected by genetic selection and feeding strategies.

## Introduction

Production of efficient animals is an important issue for the livestock industry [1, 2] because this implies the reduction of the amount of feed resources needed to produce meat and contributes to reduce environmental wastes and emissions. Feed efficiency can be improved by breeding and feeding strategies. In recent years, residual feed intake (RFI) defined as the difference between the observed feed intake and the feed intake predicted from growth and maintenance requirements, has been studied as a measure of net feed efficiency in selection experiments [3]. Global performance differs between pigs selected for RFI, involving metabolism differences [4, 5] linked with gene expression variations in muscle [6]. The use of alternative feed resources (generally rich in fibers) that do not compete with food for humans is a challenge for the present and the future feeding strategies. However, interactions between RFI genotypes and these resources can affect body composition [7, 8]. An integrated approach combining genetics and nutrition is then necessary to get a better understanding of the complex biology underlying RFI and associated responses [9].

Peripheral blood is an accessible source of information. Indeed, the collection of blood samples is relatively easy compared to other tissues and does not alter the animal physiological status (anesthesia is unnecessary). It may further allow the investigation of kinetics of changes in different blood parameters. Advances in high-throughput technologies such as transcriptomics offer opportunities to answer complex biological questions. To date, genes expressed in peripheral blood cells have been shown to reflect physiological and pathological events occurring in different tissues [10, 11]. It has also been proposed that gene expression profiles from the whole blood or from peripheral blood mononuclear cells (PBMC) can highlight biological processes related to the regulation of body composition in human [12] and rodent [13]. Therefore, the transcriptome analysis of whole blood is a relevant approach to better understand the molecular mechanisms underlying differences in RFI, to determine the possible relationships between blood traits and production traits, and more generally to identify easily accessible targets to monitor physiological changes in response to factors such as nutrition. The current study was undertaken to determine whether diets with contrasted nutrients and genetic selection for RFI affect the whole blood transcriptome profiles of growing pigs.

## Materials and Methods

### Ethics statement

The care and use of pigs were performed in compliance with the European Union legislation (directive 2010/63/EU). The current protocol was approved by the local Ethics Committee in Animal Experiment of Rennes, France (Comité Rennais d'Ethique en matière d'Expérimentation Animale, CREEA, http://ethique.ipbs.fr/creeapresent.html; agreement N°07–2012). All animals were reared and killed in compliance with national regulations and according to procedures approved by the French veterinary Services at INRA Pegase facilities.

### Animals, diets and slaughtering

The pig lines and feeding trials used in the current study have been previously described in details [14]. Briefly, a total of 48 purebred French Large White castrated male pigs in the course of a divergent selection experiment for RFI (8^th^ generation of selection; n = 24 per line) were recruited. From 74 ± 3 days of age and an average body weight (BW) of 22.6 ± 0.5 kg, pigs were housed in full slatted-floor isolated pens. Within each line, they were randomly assigned to one of the two dietary groups (n = 12 per diet), and fed ad libitum either a low-fat, low-fiber (LF) diet or a high-fat, high-fiber (HF) diet. The two diets were mainly based on cereals (wheat and barley) and soybean meal. The HF diet was formulated by the partial replacing of cereals in the LF diet by wheat straw (11.5%) and a mixture of rapeseed and soya oils (7.5%). Each diet provided the same crude protein and metabolizable energy contents (Table 1). Growing and finishing formula were successively distributed to pigs during their growth (transition around 112 days of age). All pigs were killed at the same age (132.0 ± 0.5 days of age; average BW of 75.6 ± 1.1 kg). The killing procedure included electronarcosis and jugular exsanguination, and was performed 2 h after the first morning meal to obtain animals in a post-prandial state, in the INRA experimental slaughterhouse (Saint-Gilles, France).

**Table 1:** Composition of low-fat, low-fiber (LF) or high-fat, high-fiber (HF) diets given to pigs during the growing and finishing periods.

Composition^a^	Growing formula^b^		Finishing formula^b^	
	LF	HF	LF	HF
Fat	2.1	7.0	2.2	7.4
Starch	42.6	30.8	48.5	36.2
Crude protein	17.4	17.3	13.4	13.1
Neutral detergent fibers	12.8	17.7	11.5	18.3
Acid detergent fibers	3.8	8.5	3.5	7.9
Metabolizable energy	12.9	12.9	12.9	12.9

^a^Details on diet composition can be found in Gondret et al. [14]. Nutrient content is expressed in g per 100 g of feed (as fed basis). Metabolizable energy content is expressed in MJ per kg of feed.

^b^A growing formula was distributed to pigs during 6 weeks from 76 days of age, while the finishing formula was provided thereafter and until slaughter.

Initial blood samples were collected from the jugular vein at 74 days of age on living pigs.

Final blood samples were taken at exsanguination at the end of the feeding trial (132 days of age). Blood was collected into EDTA Venosafe tubes (Laboratoires Terumo, Guyancourt, France). For samples dedicated to RNA extraction, one volume of blood sample was mixed with one volume of lysis buffer from the Nucleospin 8 RNA blood kit (Macherey-Nagel, Lyon, France). The obtained mixture was then stored at -70°C for later analyses.

### Blood cell count

Whole blood cells can be separated into three categories. The first category refers to white blood cells (WBC), represented mainly by lymphocytes, monocytes and granulocytes. The two other categories refer to red blood cells (RBC) and platelet cells. Blood cell counts from those three categories were measured on whole blood samples taken at the end of the feeding trial using a hematology automatic cell counter calibrated for pigs (MS9-3, MELET SCHLOESING Laboratoires, Osny, France).

### RNA extraction

Total RNA were extracted from whole blood samples at both ages using a commercial kit (Nucleospin blood kit, Macherey Nagel, Hoerdt, France) according to the manufacturer’s instructions. Then, residual genomic DNA was removed from RNA samples by a DNase treatment (DNA-free kit, Applied Biosystems, Foster City, CA, USA) in the presence of a RNase inhibitor (Thermo Scientific, Illkirch, France). Extracted RNA samples were quantified using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific, Illkirch, France). The integrity of isolated RNA was assessed using the Agilent RNA 6000 Nano kit with an Agilent 2100 Bioanalyzer (Agilent Technologies France, Massy, France). All samples met quality criteria. Ratios of A260/280 and A260/230 were greater than 1.8. Average RNA integrity number was of 9.2 with values ranging from 7.9 to 9.7.

### RNA labeling and microarray hybridization

Transcriptomics analyses were performed using a custom porcine microarray (8x60K, GPL16524, Agilent Technologies France, Massy, France) containing 60,306 porcine probes and derived at 71% from the porcine commercial Agilent-026440 microarray (V2, 44K, GPL15007), the remaining 29% correspond to a set of probes enriched with immune system, muscle and adipose tissue genes. Total RNA (100 ng) extracted from each whole blood samples taken at the end of the feeding trial was labelled individually with Cy3, using the One-Color Microarray-Based Gene Expression Analysis kit (Agilent Technologies) and following the manufacturer’s instructions. Briefly, fluorescent complementary RNA (cRNA) was generated by a two-step procedure using T7 RNA polymerase, which simultaneously amplified target and incorporated cyanine-labeled CTP. Samples were then purified with an RNeasy mini elute kit (Qiagen, Hilden, Germany). The hybridization reactions were performed for 17 h in Agilent’s SureHyb hybridization chambers containing 600 ng of Cy3-labeled cRNA per hybridization using Agilent’s Gene Expression Hybridization kit. Slides were disassembled, washed according to manufacturer’s instructions, and scanned at 3 μm/pixel resolution using the Agilent DNA Microarray Scanner G2505C, and images were analyzed with Agilent Feature Extraction Software (version 10.7.3.1) using the GE1_107_Sep09 extraction protocol. All microarray data have been deposited in NCBI’s Gene Expression Omnibus [15] and are accessible through GEO Subserie accession number GSE70838 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE70838).

### Microarray data analysis

All analyses were performed using the R software version 3.0.2 [16]. Raw spot intensities were first submitted to quality filtration based on four criteria: background intensity value, diameter, saturation and uniformity of the spot. Positives and negative controls probes were those available in the Agilent-026440 microarray. Intensities of filtered spots were log_2_ transformed and median-centered. 

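Each array carried 60306 non-control spots and 1319 control spots, and the table that the authors deposited left out 23193 of the non-control spots. The scanner software called 99.1% of the readings at the retained spots well above background, compared with 29.1% of the readings at the non-control spots that were left out. Among the retained spots, 3394 were not well above background on at least 1 array, and 0 were so on every array. No non-control spot was saturated on any array. The thresholds of the quality filtration are not given in the paper's text, so that the filter could not be repeated from the scanner files.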

Altogether, 37,113 spots were finally retained for statistical analyses. Data were submitted to an analysis of variance considering the fixed effects of line, diet and their interaction. Data were then submitted to Benjamini and Hochberg (BH) multiple testing correction procedure. For the diet effect, no genes were found to be differentially expressed (DE) after application of the BH correction. Therefore, DE probes with a fold change (FC) cutoff higher than |1.1| between compared groups, and an uncorrected P-value below 0.01 after statistical analysis [17] were then selected for further functional analysis.

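For the diet effect, limma's moderated test with BH correction over the 37113 probes called 0 probes at an adjusted P-value under 0.05, and the lowest adjusted P-value was 1. At an unadjusted P-value under 0.05, that test called 610 probes, a smaller share than the 0.05 expected without any diet effect. At a P-value under 0.01 it called 95 probes, while 371 are expected without an effect if the probes were independent. The analysis of variance of each probe with the same effects also called 0 probes after correction, with 622 at an unadjusted P-value under 0.05. The count after correction was 0 under every other normalization, probe filter and block that was tried. The blood of 24 pigs fed the HF diet was compared with the blood of 24 pigs fed the LF diet.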

The lists of DE probes were investigated by an enrichment analysis of specific Gene Ontology (GO) terms for Biological Processes (BP), using the functional annotation clustering of Database for Annotation, Visualization and Integrated Discovery (DAVID) bioinformatics resources (http://david.abcc.ncifcrf.gov) [18, 19]. Due to the low number of genes found to be DE between the two dietary treatments, the functional annotation clustering was performed only for genes DE between RFI lines. The list of DE genes in low RFI *versus* high RFI pigs was divided into two lists according to their over- or under-expression. The two lists were then uploaded using the corresponding official gene symbol, when applicable, and obtained with DAVID Gene Accession Conversion Tool. The GO terms_FAT were selected, to filter the broadest terms without overshadowing the more specific ones. The P-values for enrichment were computed by a modified Fisher’s exact test, using the *Homo sapiens* repository as background. The main GOBP term was examined with an enrichment score >1.3 and P≤ 0.1 after Benjamini Hochberg correction. For DE genes exhibiting the greatest overexpression or underexpression between RFI lines (FC > |2|) and for DE genes involved in the response to diets, a manual editing of GOBP terms was also performed using the QuickGo web-based tool [20].

### Quantitative Real-Time PCR (qPCR)

Expression of genes was further evaluated by qPCR. Final blood samples were used to validate transcriptomic results. Initial blood was used to investigate early expression of these genes. Complementary DNA was synthesized from 1 μg of total RNA, using a High Capacity cDNA Reverse Transcription kit (Applied Biosystems, Foster City, CA, USA). Primers (S1 Table) were designed from porcine sequences using Primer Express software 3.0 (Applied Biosystems). For each primer pair, the amplification efficiency of qPCR reaction was identified using calibration curves generated with seven decreasing concentrations of cDNA from pooled RNA blood samples (obtained from 5.18 to 1^E-3^ ng RNA). Amplification reactions were performed in duplicate in 12.5 μL with 1 ng of reverse-transcribed RNA and both forward and reverse primers (5 μM each) in 1X PCR buffer (Fast SYBR^®^ Green Master Mix, Applied Biosystems). A StepOnePlus Real Time PCR system (Applied Biosystems) was used. Thermal cycling conditions were as follows: 50°C for 2 min, 95°C for 20 s, followed by 40 cycles of denaturation at 95°C for 3 s, and annealing at 60°C for 30 s. Specificity of the amplification products was checked by dissociation curves analysis. This allows verifying that a single PCR product was produced. DNA topoisomerase 2-beta (*TOP2B*) and TATA-box-binding protein 1 (*TBP1*) genes were used as reference genes to calculate a normalization factor (NF) using geNorm algorithm [21]. For each gene, the normalized expression level N was calculated according to the formula developed by Pfaffl [22]:

$$N=E^{-\Delta Cq(sample-calibrator)}/NF$$

where E is calculated from the slope of calibration curve and Cq is the quantification cycle and calibrator is a pool of all blood samples. E was between 1.82 and 2.10 for all studied genes.

### Statistical analyses for blood cell counts

Analysis of variance was used to determine the effects of line, diet and their interaction with the R software (version 3.0.2). A P<0.05 was retained for statistical significance, and a P<0.1 were considered as a tendency.

## Results

### Performance and blood cell count traits

Phenotypic performances have been described in detail in our previous study [14] and are briefly summarized here. Irrespective of diet, the gain-to-feed ratio was higher in low RFI pigs than in high RFI pigs; the sum of the main fatty pieces in the carcass (backfat and belly) was lower while the sum of lean pieces was higher in low RFI pigs compared with high RFI pigs. Irrespective of line, no significant difference was elicited in gain-to-feed ratio between pigs fed the HF or LF diet. Pigs fed the HF diet had a reduced BW at slaughter and their carcass fat content was lower (around 26%) than in pigs fed the LF diet. At slaughter, the total number of white blood cells was similar (P>0.1) in the different groups of pigs (Table 2). The numbers of monocytes and neutrophil granulocytes (neutrophils) did not differ between groups. The number of lymphocytes was similar in low and high RFI pigs but tended (P<0.1) to be higher in pigs fed the HF diet than in pigs fed the LF diet. The number of red blood cells and associated parameters (hemoglobin and hematocrit) were markedly higher (P<0.001) in low RFI pigs than in high RFI pigs. These traits did not differ between diets, except a tendency for low RFI pigs fed the HF diet having a lower hematocrit than low RFI pigs fed the LF diet.

**Table 2:** Blood cell count in pigs with low or high residual feed intake (RFI) fed a low-fat, low-fiber (LF) or high-fat, high-fiber (HF) diet.

	Low RFI		High RFI		Effects	
Traits	LF	HF	LF	HF	Line	Diet
**WBC**^a^ **(x1000.mm**^**-3**^**)**						
Total WBC^a^	23.8 ± 1.2	24.9 ± 1.2	23.6 ± 0.7	25.7±1.0	NS	NS
Neutrophils	11.1 ± 0.8	10.6 ± 0.8	10.6 ± 0.4	12.0±0.8	NS	NS
Lymphocytes	12.1±0.6	13.7 ± 0.7	12.3 ± 0.5	13.1±0.6	NS	<0.1
Monocytes	0.56 ± 0.03	0.60 ± 0.04	0.63 ± 0.05	0.61±0.03	NS	NS
**RBC**^**b**^ **(x10**^**6**^**.mm**^**-3**^**) and associated parameters**						
Total RBC^b^	8.14 ± 0.16	7.96 ± 0.19	7.24 ± 0.14	7.38±0.16	<0.001	NS
Hemoglobin, g/dL	12.8 ± 0.3	12.0 ± 0.3	11.4 ± 0.3	11.4±0.2	<0.001	NS
Hematocrit, %	47.1 ± 1.0	44.5 ± 1.1	42.8 ± 0.7	42.4±0.5	<0.001	<0.1

^a^WBC: white blood cell count.

^b^RBC: red blood cell count.

Values are means ± SEM (n = 12 pigs per diet and per line). P-value obtained from analysis of variance for the effects of line and diet. There was no significant line × diet interaction (P > 0.1). NS, not significant (P > 0.1).

### RFI and diet effects on whole blood transcriptome

In whole blood taken at the end of the feeding trial, 2,075 probes corresponding to 1,005 genes were declared as DE (P < 0.01) between RFI lines and 82 probes corresponding to 45 genes were DE between pigs fed the HF and LF diets (Table 3). 

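Blood RNA of 48 pigs aged 132 days, 12 per line and diet, was hybridized on 1-colour arrays, with 1 array per pig. The arrays were on 6 slides of 8 arrays, each slide held 2 arrays of each of the 4 groups, and the slides were scanned on 3 days. For the retained spots the authors deposited log2 intensities. On 47 arrays these values equalled the log2 of the median pixel intensity of a spot minus the median of that array over the retained spots, within 0.000001 on the log2 scale, so that no local background had been subtracted. The deposited column of high RFI HF replicate 1 held such values in its first 24 entries and repeated the value 2.71 in the other 37089. The values of that pig were therefore rebuilt from its scanner file with the same arithmetic, a choice made after the files were seen. The number of non-control spots well above background ranged from 40771 to 46727 per array. Its median was 43118.5 in low RFI LF, 43086.5 in low RFI HF, 44221 in high RFI LF and 43231 in high RFI HF pigs. The median intensity of the retained spots was 5.91 to 16 times the median local background of the array. A linear model with the effects of line, diet and their interaction was fitted to each probe with limma. A gene symbol could be given to 19829 of the 37113 probes, and the value of a gene in a pig was the mean of all its probes, which gave 9919 genes. Fold changes are written as in Table 5, and means and log2 fold changes refer to the log2 intensity with the array median at 0.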

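At the criterion of the methods, an uncorrected P-value under 0.01 and an FC above 1.1, 2146 probes were DE between the lines by limma's moderated test and 91 probes were DE between the diets. The analysis of variance of the methods gave 2075 and 82 probes, of which 2054 and 78 were also called by limma. After BH correction, 1027 probes differed between the lines at an adjusted P-value under 0.05, with 491 higher and 536 lower in low RFI pigs. The line count ranged up to 2607 among the alternatives set in advance, with the scanner software's background-corrected signal divided by the 75th percentile of each array. With the column of high RFI HF replicate 1 left as deposited, an alternative added after seeing the data, 1006 probes were DE between the lines and 59 between the diets. Without that pig, the numbers were 2201 and 95 probes.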

An interaction between line and diet (P < 0.01) was observed for 106 probes corresponding to 74 annotated genes. 

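The interaction term of limma's model had a P-value under 0.01 for 98 probes, of which 60 different genes could be named. The analysis of variance gave 106 probes, and 92 probes were called by both tests. After BH correction limma called 0 probes at an adjusted P-value under 0.05, with 847 probes at an unadjusted P-value under 0.05. The analysis of variance also called 0, with 879. Without any interaction, 371 probes are expected at a P-value under 0.01 if the probes were independent, more than the 98 found by limma. With the replicate number of the sample labels as a block, which gave the highest number, 211 probes had an interaction P-value under 0.01. With the column of high RFI HF replicate 1 as deposited only 14 probes did, and without that pig 76 did. Over genes, 27 had an interaction P-value under 0.01, and the lowest adjusted P-value was 0.88. The lowest P-values were those of STAP1, with 8.1e-04, C10ORF25, with 0.0011, and SLC4A1, with 0.002. For STAP1, expression was -0.03 ± 0.22 (SD, n = 12 pigs) in low RFI HF and -0.32 ± 0.22 (SD, n = 12) in low RFI LF pigs, against -0.12 ± 0.27 (SD, n = 12) in high RFI HF and 0.12 ± 0.30 (SD, n = 12) in high RFI LF pigs.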

The detailed list of these corresponding genes can be found in supplementary file S2 Table.

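Of the 106 probes listed in S2 Table, 92 had an interaction P-value under 0.01 by limma, and the highest limma P-value among them was 0.024. The difference between HF and LF pigs was larger in the low RFI line than in the high RFI line, counted with its sign, for 70 of these probes, and smaller for 36. The gene listed by the most probes was LGALS3, with 10. The interaction of these LGALS3 probes lay between -0.83 and -0.69 on the log2 scale. The gene value of LGALS3 was 3.21 ± 0.41 (SD, n = 12 pigs) in low RFI HF, 3.64 ± 0.47 (SD, n = 12) in low RFI LF, 3.94 ± 0.33 (SD, n = 12) in high RFI HF and 3.58 ± 0.58 (SD, n = 12) in high RFI LF pigs.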

**Table 3:** Number of genes differentially expressed in blood of pigs divergently selected for low or high residual feed intake (RFI) fed a low-fat, low-fiber (LF) or high-fat, high-fiber (HF) diet.

	Low RFI / High RFI^a^		HF / LF^b^	
DE genes^c^	Overexpressed	Underexpressed	Overexpressed	Underexpressed
Total number	528	477	39	6
FC^d^ ≥ 1.5	44	65	8	-
FC^d^ ≥ 2	10	17	2	-

^a^Low RFI versus high RFI ratio, overexpressed and underexpressed in low RFI compared with high RFI pigs.

^b^HF versus LF ratio, overexpressed and underexpressed in pigs fed the HF diet compared with pigs fed the LF diet.

^c^DE: Differentially expressed; P < 0.01.

^d^FC: Fold change ratio.

#### RFI effects on whole blood transcriptome

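By limma's moderated test, 1001 of the probes DE between the lines were overexpressed and 1145 were underexpressed in low RFI pigs. The adjusted P-value was at most 0.1 for 71.1% of them and at most 0.17 for all of them. A symbol was known for 1246 of these probes, which stood for 834 different genes, 432 with an overexpressed and 411 with an underexpressed probe, including 9 genes with probes of both kinds. On gene values, which average all probes of a gene, 329 of 9919 genes differed at an adjusted P-value under 0.05, with 162 overexpressed and 167 underexpressed in low RFI pigs. At an unadjusted P-value under 0.05 there were 1311 genes. Of the DE probes 46.6% were overexpressed, and 40.4% were so with the background-corrected signal scaled to the 75th percentile.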

Among the 2,075 DE probes (P < 0.01; adjusted P value ≤ 0.1 for 88% of the probes and ≤ 0.17 for the other probes) in response to RFI selection, 982 probes corresponding to 528 annotated unique genes were overexpressed whereas 1093 probes corresponding to 477 annotated genes were underexpressed in low RFI pigs compared with high RFI pigs. A large proportion of genes (83 to 90%) exhibited fold changes in expression below |1.5| between the two lines (Table 3). 

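Among the genes with a DE probe, the largest FC of a probe stayed under 1.5 for 93.1% of the overexpressed and 87.8% of the underexpressed genes. An FC of 1.5 or more was reached by 30 overexpressed and 50 underexpressed genes, and an FC of 2 or more by 8 and 12 genes. Over the DE probes, the FC ran from -6.07 to 7.02 and its median size was 1.23.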

Functional analysis revealed an overrepresentation of genes related to translational elongation among the overexpressed genes in the low RFI pigs compared with high RFI pigs (Table 4). Conversely, genes that were underexpressed in low RFI pigs compared with high RFI pigs shared GO terms associated to 8 different pathways: defense response, leukocyte activation, regulation of inflammatory response, negative regulation of molecular function, antigen processing and presentation, anti-apoptosis, positive regulation of immune system process and regulation of cell adhesion (Table 4).

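Of 74 ribosomal protein genes, taken by symbol so that the set did not depend on which genes were DE, 72 had the higher mean in low RFI pigs, with a median log2 fold change of 0.09. With the signal model of limma's background correction and quantile normalization, 70 of the 74 genes were higher. By camera, a set test against the other genes, the P-value of this set was 4.7e-13, and by fry, which estimates the correlation between genes, it was 0.0092. The mean of the set exceeded the high RFI median in 18 of 24 low RFI pigs. Among the alternatives set in advance, the camera P-value moved most with that quantile normalization, to 2.8e-07, and with the column of high RFI HF replicate 1 as deposited, added after seeing the data, it was 2.7e-29. The median over all 9919 genes was 0.03. The list of Table 4 for translational elongation, which the study chose on these pigs and which is therefore not independent evidence, had 16 of its 17 genes in the files. Of these, 15 were higher in low RFI pigs, with a median of 0.13 and camera and fry P-values of 4.9e-11 and 1.9e-04, in 21 of 24 pigs. Adjusted over the list alone 13 genes passed an adjusted P-value of 0.05, and over all genes 3 did. In that list RPL35 changed by 0.60 and RPL14 by 0.41. Outside it, the ribosomal protein gene RPL38 changed by 0.87, which rested on 1 of its 2 probes, with 1.64 against 0.09, and its adjusted P-value was 0.93 when its brightest probe stood for the gene.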

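Of the 93 genes named in the 8 lists of Table 4 for underexpressed genes, 84 were found in the files. In low RFI pigs, 79 of them were lower and 5 were higher than in high RFI pigs, with a median log2 fold change of -0.23 and a range from -1.41 to 0.14. At least 1 underexpressed probe was past the criterion of the methods for 68 of the 84 genes. On gene values averaged over all probes, 52 genes were past this criterion. By limma 32 genes had an adjusted P-value under 0.05 over all genes tested, and 58 did adjusted over the list alone, which is not independent evidence because the study chose the lists on these pigs. Every list was lower in low RFI pigs by camera, from 4.8e-31 for defense response, with 33 of 35 genes lower, to 1.4e-08 for regulation of cell adhesion, with 11 of 11 genes lower. The other camera P-values were 1.8e-21 for leukocyte activation, 3.9e-20 for positive regulation of immune system process, 4.2e-15 for negative regulation of molecular function, 5.8e-15 for anti-apoptosis, 1.4e-10 for regulation of inflammatory response and 2.3e-09 for antigen processing and presentation. The highest fry P-value among the lists was 1.0e-05, and all 8 lists stayed lower under each alternative tried. The mean of a list lay under the high RFI median in 22 of 24 low RFI pigs for defense response and in 23 of 24 for leukocyte activation.

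**Figure D1:**
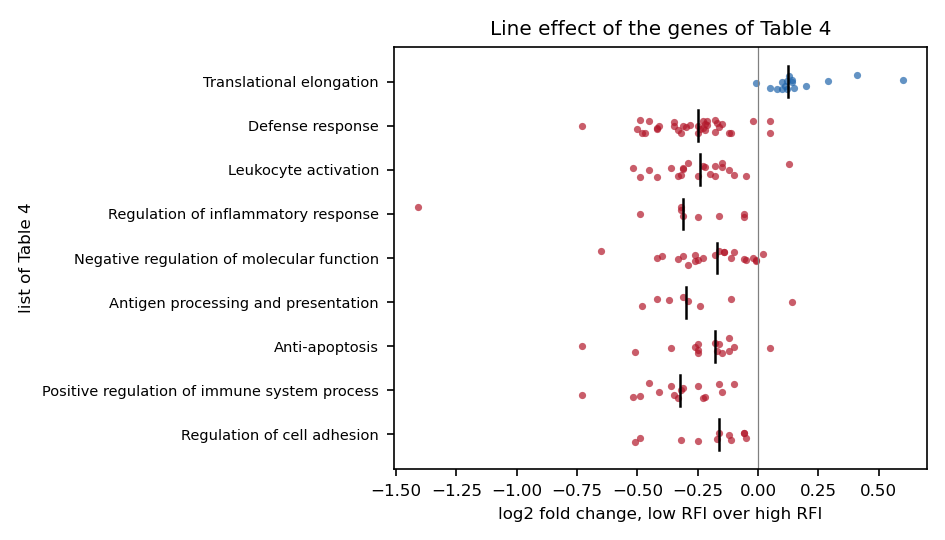
Line effect of the genes of each list of Table 4 that were found in the files. The x axis is the log2 fold change of a gene, low RFI over high RFI, each point is 1 gene, the black bar is the median of the list, and blue and red mark lists of overexpressed and underexpressed genes. The medians of the lists of underexpressed genes lie left of 0, from -0.32 to -0.16, and that of translational elongation lies at 0.13.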

**Table 4:** Relevant GO biological processes in blood as affected by selection for RFI.

GO term^a^		Genes^b^
**Overexpressed genes in low RFI line compared with high RFI line**		
GO:0006414	Translational elongation	*RPSA*, *EEF1A1*, *RPL14*, *RPL15*, *RPL35*, *RPL23A*, *SELT*, *RPS3*, *RPS25*, *RPS18*, *RPL6*, *RPS13*, *RPL10*, *RPL10A*, *RPS21*, *UBA52*, *RPS23*
**Underexpressed genes in low RFI line compared with high RFI line**		
GO:0006952	Defense response	*KYNU*, *NMI*, *FGR*, *LY86*, *CCR1*, *CLU*, *TLR1*, *TLR2*, *CXCR2*, *PRDX1*, *IL10*, *IL10RB*, *BCL2*, *TAP1*, *CSF3R*, *NFATC4*, *CD24*, *THBS1*, *BLNK*, *F12*, *TLR10*, *PTGER3*, *LY96*, *BECN1*, *HCK*, *IL1RN*, *HLA-C*, *C4BPB*, *HLA-B*, *CD40*, *C4BPA*, *STAT3*, *CD84*, *CD83*, *CD55*, *CD19*, *HIST2H2BE*, *CLEC7A*, *CLEC5A*, *CD14*
GO:0045321	Leukocyte activation	*ZBTB32*, *BST2*, *TLR1*, *TLR2*, *CXCR2*, *CD40*, *TPD52*, *SKAP2*, *IL10*, *CBLB*, *PKNOX1*, *PSEN1*, *ULBP1*, *BCL2*, *BCL11A*, *MS4A1*, *ADAM17*, *BCL6*, *CLEC7A*, *CD24*, *SYK*, *BLNK*, *ADAM9*
GO:0050727	Regulation of inflammatory response	*F12*, *ADRB2*, *PTGS2*, *SERPINF1*, *TGM2*, *CMA1*, *BCL6*, *JAK2*, *CD24*, *IL10*
GO:0044092	Negative regulation of molecular function	*NF1*, *PKIG*, *NPR3*, *PKIA*, *PROX1*, *PDCD4*, *PSMB8*, *PSMB9*, *SH3BP5*, *SPRY2*, *ADRB2*, *PSEN1*, *PSME2*, *CDKN2D*, *RGS4*, *PSMA3*, *UBC*, *SORT1*, *JAK2*, *UBE2D1*, *BUB3*, *DHCR24*
GO:0019882	Antigen processing and presentation	*HLA-H*, *ULBP1*, *HLA-DRB3*, *HLA-A*, *ERAP1*, *HLA-C*, *CD1A*, *HLA-B*, *HLA-DOB*, *PSMB8*, *PSMB9*
GO:0006916	Anti-apoptosis	*BECN1*, *SPHK1*, *CLU*, *BIRC3*, *ANXA4*, *IL10*, *TNFSF13B*, *PSEN1*, *BCL2*, *CDKN2D*, *TGM2*, *UBC*, *ADAM17*, *THBS1*, *DHCR24*
GO:0002684	Positive regulation of immune system process	*CLU*, *TLR2*, *C4BPB*, *CD40*, *C4BPA*, *CD83*, *CBLB*, *CD55*, *CD19*, *TNFSF13B*, *PSEN1*, *ADAM17*, *BCL6*, *CD24*, *CLEC7A*, *THBS1*, *SYK*
GO:0030155	Regulation of cell adhesion	*VAV3*, *GSN*, *BCL2*, *NF1*, *CCDC80*, *TGM2*, *BCL6*, *JAK2*, *CD24*, *THBS1*, *TPM1*, *ADAM9*

^a^Gene ontology (GO) identification number and term of the biological process. Benjamini-Hochberg adjusted P-value varied from 0.1 and 8.10^−05^.

^b^Unique genes included in each pathway.

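By limma, 72 probes had an FC of 2 or more between the lines, 36 overexpressed and 36 underexpressed in low RFI pigs, and 40 of them had a symbol. On gene values at an adjusted P-value under 0.05, the genes with the largest changes also included PCP4, TGM1 and TGM3 among the underexpressed genes and FGF11, KIF1A, FXYD3 and PLA2G12A among the overexpressed genes. The log2 fold change was -1.39 for PCP4, -1.03 for TGM1 and -1.02 for TGM3. It was 0.99 for FGF11, 0.97 for KIF1A, 0.96 for FXYD3 and 0.90 for PLA2G12A. By limma, the adjusted P-value was 1.5e-07 for PLA2G12A, which was above the high RFI median in 24 of 24 low RFI pigs. It was 0.0095 for PCP4, which was under that median in 21 of 24. PCP4, TGM3, FGF11, KIF1A and PLA2G12A each had only 1 probe, and both TGM1 probes share a stretch of sequence. For these genes a sequence variant under a probe cannot be told apart from a change in RNA.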

Differentially expressed genes exhibiting the greatest overexpression or underexpression (FC > |2|) in low RFI pigs compared with high RFI lines (Table 5) were also considered to extend this global functional analysis. Among these eight genes having the greatest overexpression in the low *versus* high RFI lines, the majority had a documented role in the immune system (*IFITM1*, *SLPI*, *IL6ST*, and *TRAF6*); the other were mainly related to DNA organization (*NPM2*), translation (*EIF1B*), cellular homeostasis (*SLCO2B1*) and peptidase regulation (*WFDC2*). 

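Table 5 lists 18 genes, and each FC and P-value printed in it was carried by exactly 1 probe in the analysis of variance, within 0.015 on the FC and to 2 digits of the P-value. The symbol given to the probe was the listed gene for 11 of them, and 6 had no symbol. Among these were the probes of IFITM1, with a log2 fold change of 2.12, and IL6ST. The 1 probe that the files do name IFITM1 showed no line effect, with a log2 fold change of -0.05 (SE 0.10, adjusted P-value 0.93 by limma) and 13 of 24 low RFI pigs under the high RFI median. NPM2 was overexpressed on its only probe, with 2.58 ± 1.04 (SD, n = 24 pigs) in low RFI and 0.95 ± 1.83 (SD, n = 24) in high RFI pigs, a log2 fold change of 1.64 (SE 0.41, adjusted P-value 0.013) seen in 21 of 24 low RFI pigs. With the deposited column of the repeated value, the adjusted P-value of NPM2 was 0.059. For TRAF6, also on a single probe, the values were 2.19 ± 0.30 (SD, n = 24) and 1.13 ± 0.88 (SD, n = 24), with a log2 fold change of 1.06 (SE 0.18, adjusted P-value 2.0e-04) in 24 of 24 low RFI pigs. SLCO2B1 had both probes overexpressed, with a log2 fold change of 0.92 (SE 0.19, adjusted P-value 0.0017) in 22 of 24 pigs, and with the column as deposited its adjusted P-value was also 0.059. For WFDC2, 2 of 4 probes were past the criterion, and the gene value differed by 0.57 (SE 0.08, adjusted P-value 1.9e-05) in 23 of 24 pigs, but with the brightest WFDC2 probe it differed by 0.07 with an adjusted P-value of 0.92.

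**Figure D2:**
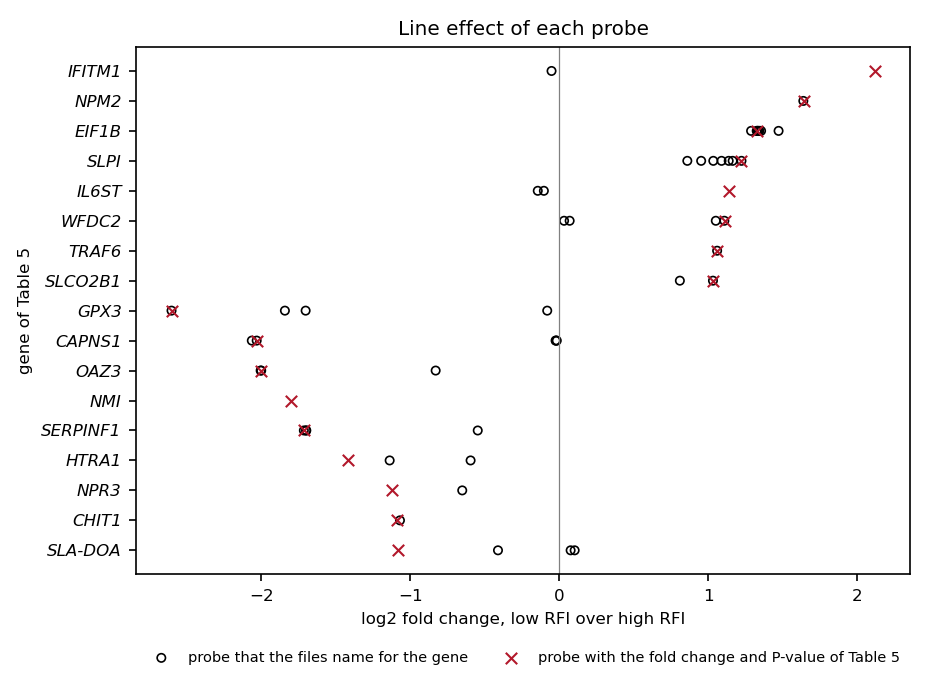
Line effect of each probe of 17 genes of Table 5. The x axis is the log2 fold change of a probe, low RFI over high RFI, and the y axis gives the gene. Circles are the probes that were given the symbol of the gene, and red crosses are the probes with the FC and P-value of Table 5. The cross lies away from every circle for IFITM1, IL6ST, HTRA1, NPR3 and SLA-DOA, no circle exists for NMI, and the circles of WFDC2, GPX3 and CAPNS1 spread apart.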

With respect to genes exhibiting the greatest underexpression in low RFI pigs compared with high RFI pigs, their roles were also associated with immune system (*NMI*, *CHIT1*, *SLA-DOA*), oxidative process (*GPX3*, *CAPNS1*, *OAZ3*), DNA organization (*HMG20A*), angiogenesis and the control of blood volume (*SERPINF1*, *HTRA1*, *NPR3*).

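SERPINF1 had 4 of 4 probes underexpressed, with a log2 fold change of -1.41 (SE 0.20, adjusted P-value 7.6e-06 by limma), with 22 of 24 low RFI pigs under the high RFI median. For HTRA1, CHIT1 and NPR3, the log2 fold changes of the genes named by the files were -0.87, -1.07 and -0.65, with adjusted P-values of 3.4e-08, 1.7e-04 and 4.0e-04, in 24, 23 and 24 of 24 pigs. The probe with the values of Table 5 was one that the files name C5ORF23 for NPR3, and probes without a gene name for HTRA1, CHIT1, NMI and SLA-DOA. No other probe named NMI was retained. The probe listed as NMI had a log2 fold change of -1.80 (SE 0.28, adjusted P-value 2.6e-05). The 3 probes named SLA-DOA lay between -0.41 and 0.10, and the gene value changed by -0.08 (SE 0.10, adjusted P-value 0.88), with 12 of 24 pigs lower, while with the brightest SLA-DOA probe the adjusted P-value was 0.0043. CAPNS1 changed by -0.83 (SE 0.13, adjusted P-value 6.3e-05) in 22 of 24 pigs, but this rested on 2 of 5 probes, one of which the files name GPX3, and the other 3 probes each changed by -0.02. With its brightest probe standing for the gene, the FC of CAPNS1 was -1.02. Of the 17 genes of Table 5 found in the files, 15 changed in the direction of the table and 14 did so at an adjusted P-value under 0.05 over all genes, as they did adjusted over the list alone.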

**Table 5:** Top-ranked genes with fold changes in expression greater than |2| identified in the whole blood of pigs divergently selected for low or high residual feed intake (RFI).

Gene symbol	Main biological process^a^	FC^b^	P-value^c^
**Overexpressed genes in low RFI line compared with high RFI line**			
*IFITM1*	GO:0009607 response to biotic stimulus	4.34	2.6.10^−04^
*NPM2*	GO:0006338 chromatin remodeling	3.11	3.5.10^−04^
*EIF1B*	GO:0006412 translation	2.51	4.8.10^−13^
*SLPI*	GO:0045071 negative regulation of viral genome replication	2.33	6.1.10^−05^
*IL6ST*	GO:0019221 cytokine-mediated signaling pathway	2.20	1.3.10^−03^
*WFDC2*	GO:0010466 negative regulation of peptidase activity	2.16	4.5.10^−08^
*TRAF6*	GO:0002726 positive regulation of T cell cytokine production	2.08	1.4.10^−06^
*SLCO2B1*	GO:0006811 ion transport	2.04	6.9.10^−06^
**Underexpressed genes in low RFI line compared with high RFI line**			
*GPX3*	GO:0006979 response to oxidative stress	-6.07	1.3.10^−06^
*HMG20A*	GO:0006338 chromatin remodeling	-4.69	1.2.10^−08^
*CAPNS1*	GO:0006508 proteolysis	-4.09	3.1.10^−07^
*OAZ3*	GO:0043086 negative regulation of catalytic activity	-4.00	1.1.10^−06^
*NMI*	GO:0045824 negative regulation of innate immune response	-3.49	1.6.10^−07^
*SERPINF1*	GO:0016525 negative regulation of angiogenesis	-3.28	3.8.10^−08^
*HTRA1*	GO:0030512 negative regulation of transforming growth factor beta receptor signaling pathway	-2.68	1.1.10^−09^
*NPR3*	GO:0008217 regulation of blood pressure	-2.17	1.4.10^−07^
*CHIT1*	GO:0006030 chitin metabolic process	-2.12	4.6.10^−07^
*SLA-DOA*	GO:0019882 antigen processing and presentation	-2.12	1.9.10^−11^

^a^The gene ontology (GO) term for biological process was manually obtained from the QuickGO web-based tool for each gene name.

^b^Fold change value is expressed as the expression ratio of low RFI pigs *versus* high RFI pigs. Ratio was inversed and preceded by a minus sign for value less than 1 (i.e., a ratio of 0.5 is expressed as -2).

^c^P-value obtained from analysis of variance for the effect of line. The highest P-value is reported when several probes are differentially expressed for a unique gene. Adjusted P-value varied from 0.05 and 1.10^−09^.

#### Diet effects on whole blood transcriptome

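At an unadjusted P-value under 0.05, limma's moderated test called 4457 probes for the line effect. At a P-value under 0.01 without any FC criterion, 2185 probes differed between the lines and 95 between the diets. A lower number for the diet than for the line was found under each alternative. The highest diet number was 181, beside 2372 line probes, when all non-control probes were tested on the background-corrected scanner signal. With slide as a block, 2415 probes were DE between the lines and 121 between the diets. Over genes, 27 had a diet effect past the criterion of the methods, 23 overexpressed and 4 underexpressed in HF pigs, against 618 genes for the line.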

The number of DE probes in response to diets was markedly lower than that observed in response to genetic selection (Table 3). Among the 82 DE probes between diets, 62 probes corresponding to 39 annotated genes were overexpressed, whereas 20 probes corresponding to 6 annotated genes were underexpressed in pigs fed the HF diet compared with pigs fed the LF diet. 

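By limma, 69 of the probes DE between the diets were overexpressed and 22 underexpressed in HF pigs, that is 75.8% overexpressed. The share overexpressed was lower with the other signals and normalizations. It was 57% when the background-corrected signal of the scanner software was centred on the array median, 54.3% when that signal was scaled to the 75th percentile and 59.4% with limma's background model and quantile normalization. These probes stood for 40 named genes, 33 overexpressed and 7 underexpressed. The analysis of variance gave 39 named genes, 33 overexpressed and 6 underexpressed.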

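Of the genes with a probe DE between the diets by limma, 77.5% had FC below 1.5 on each of their DE probes. All 9 genes with a higher FC were overexpressed in HF pigs, and 2 of them, PR39 and PMAP-23, reached an FC of 2.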

The majority of these genes (78%) had fold change in expression between the two diets below |1.5| (Table 3). As indicated in Table 6, among the 16 genes overexpressed in pigs fed the HF diet compared with pigs fed the LF diet, six genes were related to the immune system (*PR39*, *PMAP-23*, *CD5L*, *TCN1*, *PGLYRP1* and *HP*), three genes were involved in cellular metabolism such as collagen fiber assembly or cytoskeletal arrangement (*BGN*, *PLEK2*, *RASL11B*), two genes were involved in lipid storage (*CPT1A*, *LCN2*), two genes had a role in erythropoietic system (*EPOR*, *KLF1*), two genes had a role in DNA synthesis (*NOCL4*; *REXO2*) and one gene was involved in embryogenesis (*SHISA2*). Conversely, three genes were underexpressed in pigs fed the HF diet and were involved in lipid metabolism (*PSAP*), RNA localization (*RAE1*), and nucleotides phosphorylation (*NTPCR*).

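Table 6 lists 19 genes, of which 18 were found by name in the files, and RASL11B was not. Each FC and P-value of the table was carried by exactly 1 probe in the analysis of variance, which had the symbol of the listed gene in 17 cases. All 18 genes changed in the direction of the table on gene values, and 14 were past the criterion of the methods. With limma 0 of them had an adjusted P-value under 0.05 over all genes, each with an adjusted P-value of 1, although 18 passed adjusted over the list alone, which is not independent evidence because the study chose the list on these pigs. Under the alternatives, the number of genes past the criterion was 10 to 16. TCN1 was 0.64 higher on the log2 scale in HF pigs (SE 0.22, P-value 0.0061), in 19 of 24 HF pigs. HP was 0.53 higher (SE 0.20, P-value 0.011), in 17 of 24 pigs, and 4 of its 7 probes were past the criterion. BGN was 0.61 higher (SE 0.22, P-value 0.0067), in 19 of 24. The other overexpressed genes, EPOR, PLEK2, SHISA2, NOC4L, KLF1 and REXO2, had log2 fold changes of 0.42, 0.42, 0.35, 0.14, 0.42 and 0.25. For NOC4L, 1 of 2 probes was past the criterion and the other changed by -0.06.

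**Figure D3:**
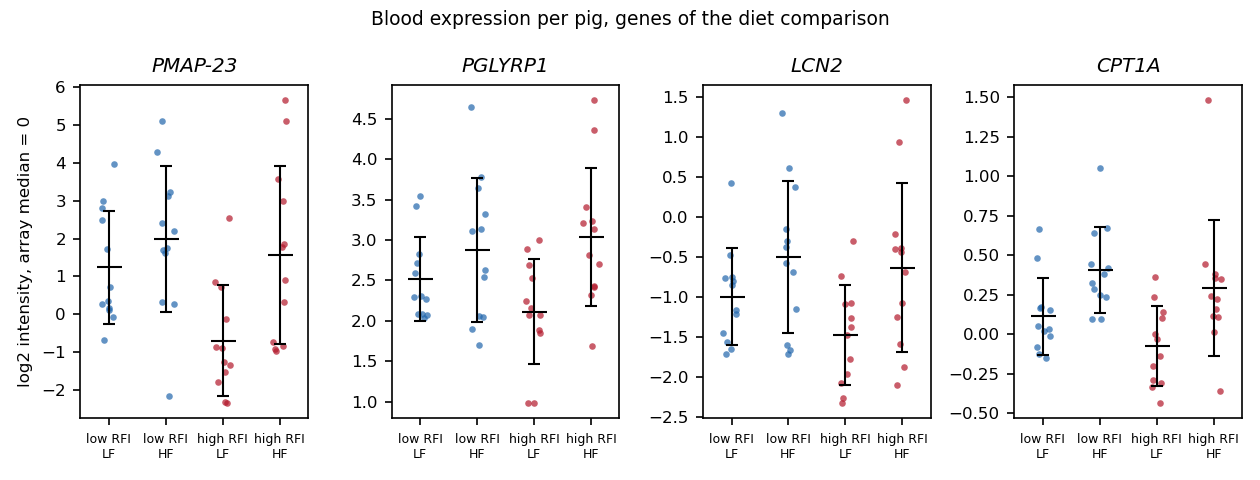
Expression of PMAP-23, PGLYRP1, LCN2 and CPT1A in each pig by line and diet. The y axis is the log2 intensity with the array median at 0, each point is 1 pig, blue is low RFI and red is high RFI, the long bar is the mean and the error bar is the SD of 12 pigs. The HF pigs of both lines have the higher means and overlap with the LF pigs.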

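In HF pigs, PSAP changed by -0.15 on the log2 scale (SE 0.06, P-value 0.018 and adjusted P-value 1 by limma), with 17 of 24 HF pigs under the LF median, and 1 of its 7 probes was past the criterion. RAE1 changed by -0.14 (SE 0.05, P-value 0.0083), in 15 of 24 pigs, with 2 of 7 probes past the criterion. NTPCR changed by -0.25 (SE 0.09, P-value 0.0071), in 17 of 24. The probe with the FC of Table 6 for NTPCR was one that the files name C1ORF57, with a log2 fold change of -0.36.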

**Table 6:** Differentially expressed genes in pigs fed diets with contrasted energy source and nutrients.

Gene symbol	Main biological process^a^	FC^b^	P-value^c^
**Overexpressed genes in HF pigs compared with LF pigs**			
*PR39*	GO:0042742 defense response to bacterium	3.06	6.0.10^−03^
*PMAP-23*	GO:0042742 defense response to bacterium	2.84	7.3.10^−03^
*CD5L*	GO:0006898 receptor-mediated endocytosis	1.72	3.3.10^−03^
*LCN2*	GO:0006810 transport	1.61	8.4.10^−03^
*TCN1*	GO:0015889 cobalamin transport	1.60	9.2.10^−03^
*BGN*	GO:0019800 peptide cross-linking via chondroitin 4-sulfate glycosaminoglycan	1.53	9.0.10^−03^
*PGLYRP1*	GO:0050728 negative regulation of inflammatory response	1.51	8.1.10^−03^
*EPOR*	GO:0038162 erythropoietin-mediated signaling pathway	1.46	5.5.10^−03^
*HP*	GO:0006508 proteolysis	1.46	9.7.10^−03^
*PLEK2*	GO:0035556 intracellular signal transduction	1.33	6.6.10^−03^
*RASL11B*	GO:0007264 small GTPase mediated signal transduction	1.29	1.1.10^−04^
*SHISA2*	GO:0007275 multicellular organismal development	1.28	8.3.10^−04^
*NOC4L*	GO:0042254 ribosome biogenesis	1.27	1.0.10^−03^
*KLF1*	GO:0030218 erythrocyte differentiation	1.25	6.4.10^−03^
*CPT1A*	GO:0032000 positive regulation of fatty acid β-oxidation	1.24	1.8.10^−03^
*REXO2*	GO:0090305 nucleic acid phosphodiester bond hydrolysis	1.21	9.4.10^−03^
**Underexpressed genes in HF pigs compared with LF pigs**			
*NTPCR*	GO:0016311 dephosphorylation	-1.29	4.9.10^−03^
*RAE1*	GO:0071407 cellular response to organic cyclic compound	-1.24	5.2.10^−03^
*PSAP*	GO:0006629 lipid metabolic process	-1.20	7.3.10^−03^

^a^The gene ontology (GO) term for biological process (BP) was manually obtained from the QuickGO web-based tool for each gene name.

^b^Fold change (FC) value is expressed as the expression ratio of pigs fed the HF (high fiber, high fat) diet versus pigs fed the LF (low fat low fiber) diet. FC is inversed and preceded by a minus sign for value less than 1 (i.e. a ratio of 0.5 is expressed as -2).

^c^P-value obtained from analysis of variance for the effect of diet. The highest P-value is reported when several probes are differentially expressed for a unique gene.

### Data validation by qPCR analysis

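On the arrays, DGAT2 was lower in low RFI pigs, with 0.52 ± 0.39 (SD, n = 24 pigs) against 0.98 ± 0.46 (SD, n = 24) in high RFI pigs, a log2 fold change of -0.46 (SE 0.11, adjusted P-value 0.013 by limma) in 20 of 24 low RFI pigs. This rested on 2 of the 3 DGAT2 probes, and the log2 fold change was -0.10 with the brightest probe, which had an adjusted P-value of 0.95. The probes of DGAT2 lay between -0.95 and -0.10. Within the slides, the direction was kept on 4 of 6 slides for DGAT2 and on 6 of 6 for TRAF6, whose slide differences ran from 0.46 to 1.64.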

The expression of eight genes identified as DE between RFI lines by transcriptome analysis was checked by qPCR (Fig 1). With the exception of *TRAF6* (P = 0.16), the range of difference (P < 0.05) in the expression of *CD40*, *GPX3*, *OAZ3*, *DGAT2*, *NMI*, *PSEN1* and *SLPI* genes was consistent with microarray analyses. Expressions of those eight genes were also determined in 74-day-old pigs (Fig 1). The differences in expression levels between RFI lines observed at 132 days of age were detected at the onset of the growing period for *CD40*, *GPX3*, *OAZ3*, *DGAT2* and *SLPI* genes (P < 0.05). For three other genes (*NMI*, *TRAF6*, *PSEN1*), there was no difference (P > 0.1) between low RFI and high RFI pigs at this early stage of growth.

**Fig 1:**
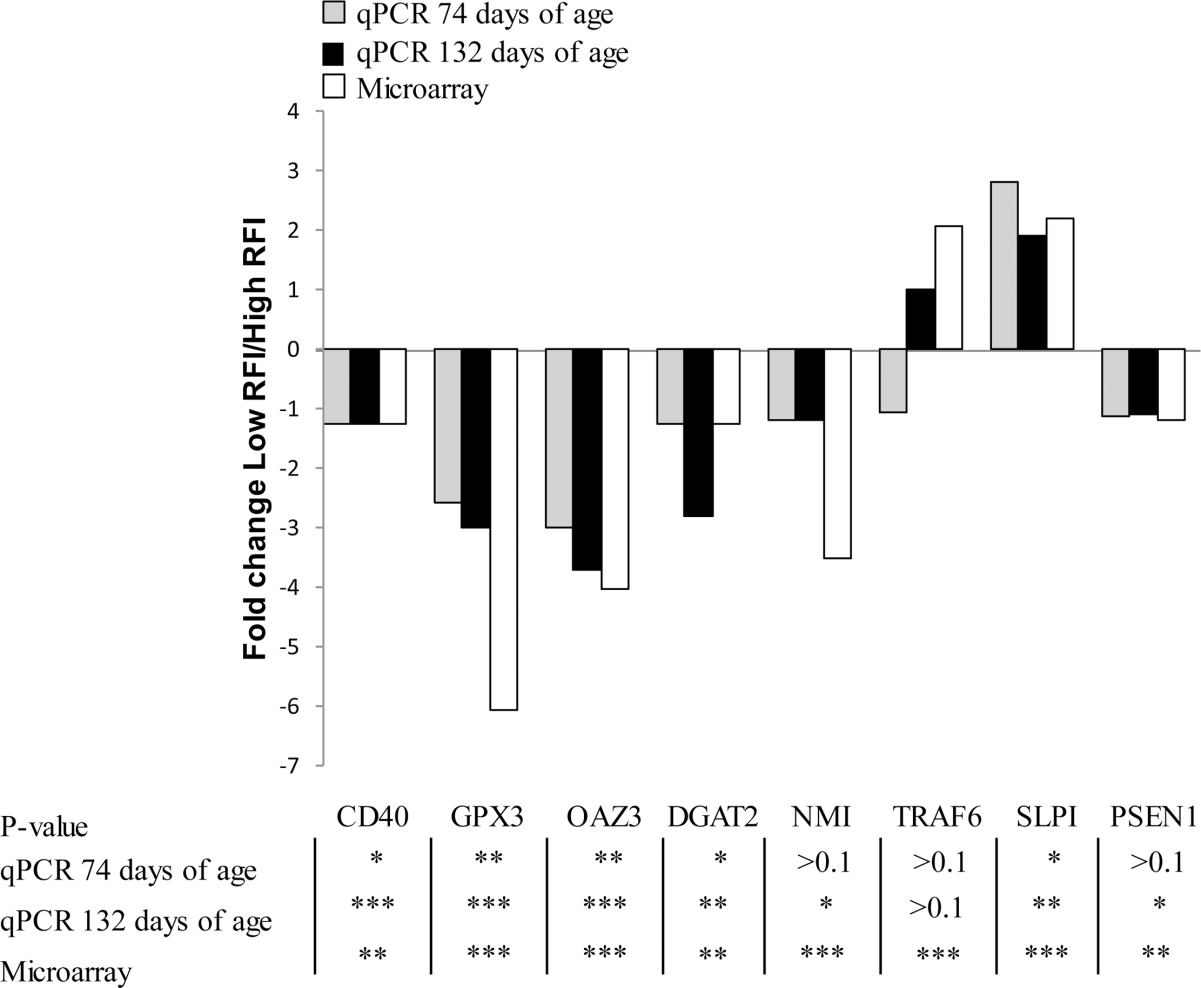
Comparison of microarray and qPCR data for eight genes in pigs divergently selected for low or high residual feed intake (RFI). Transcriptomic differences between the two lines were validated by qPCR at 132 and 74 days of age (onset of the growing period). For values related to microarray, the highest P-value is reported when several probes are differentially expressed for a unique gene (*P < 0.05; **P < 0.01; ***P<0.001). Fold change value is expressed as the expression ratio of low RFI to high RFI samples; ratio was inversed and preceded by a minus sign for value less than 1 (i.e., a ratio of 0.5 is expressed as -2). *CD40*, tumor necrosis factor receptor superfamily member 5; *GPX3*, glutathione peroxidase 3; *OAZ3*, ornithine decarboxylase antizyme 3; *DGAT2*, diacylglycerol O-acyltransferase 2; *NMI*, N-myc interactor; *TRAF6*, TNF receptor-associated factor 6; *SLPI*, secretory leukocyte peptidase inhibitor; *PSEN1*, presenilin 1.

Finally, the expression levels of three genes (*LCN2*, *CPT1A*, *PSAP*) identified as DE between pigs fed the two diets by transcriptome analysis were also determined by qPCR at 132 days of age (end of the feeding trial), and the range of difference was consistent (P < 0.001) with microarray analyses for *LCN2* and *CPT1A*, while *PSAP* expression by qPCR did not significantly differ (P > 0.10) between HF and LF pigs (Fig 2).

**Fig 2:**
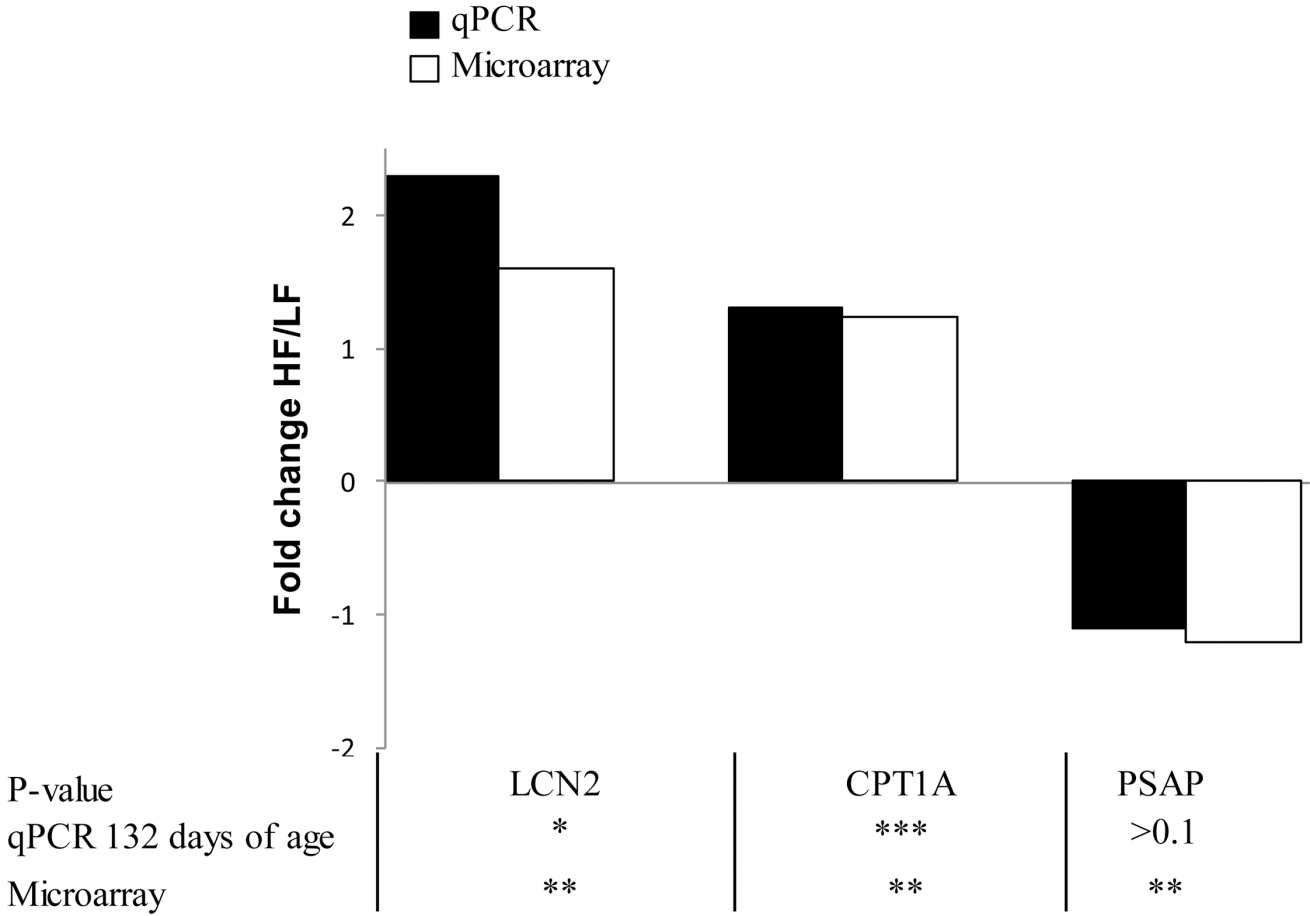
Comparison of microarray and qPCR data for three genes in pigs fed the HF or LF diet. For values related to microarray, the highest P-value is reported when several probes are differentially expressed for a unique gene (*P < 0.05; **P < 0.01; ***P < 0.001). Fold change value is expressed as the expression ratio of HF (high fiber high fat, n = 24) to LF (low fiber low fat, n = 24) diets; ratio was inversed and preceded by a minus sign for value less than 1 (i.e., a ratio of 0.5 is expressed as -2). *LCN2*, lipocalin 2; *CPT1A*, Carnitine palmitoyltransferase 1A; *PSAP*, prosaposin.

## Discussion

The current study provides new evidence that the investigation of the expression of genes in whole blood allowed clear identification of biological pathways and indicator traits involved in the response to genetics and nutrition strategies. To date, the majority of studies including a microarray analysis from whole blood or PBMC have been performed in adults exhibiting several disorders [23]. Therefore, the current study provides novel information on the response of blood transcriptome during growth. This study further supports the interest to use RNA extracted from whole blood which is easier to obtain compared with RNA extracted from PBMC which requires supplementary steps for cell isolation. In the current study, there was no significant difference in the numbers of lymphocytes, monocytes and neutrophils between the experimental groups, so that identified DE genes after microarray analysis were not related to differences in the number of WBC. These observations differ from a recent study reporting a lower number of WBC, especially lymphocytes and monocytes, in Yorkshire pigs selected for low RFI compared with pigs selected for high RFI and considered at younger age (35–42 days) [24]. With respect to RBC, their total number was higher in low RFI than in high RFI pigs in the current study, while this number did not differ between the divergent RFI lines in the study of Mpetile et al. [24]. It is important to note that other parameters related to RBC were similarly affected by RFI selection in both studies, with higher hemoglobin plasma concentration and higher hematocrit percentage in low RFI pigs than in high RFI pigs. The current findings may reflect differences in intensity of selection, age of pigs considered for the measurement of blood cell traits or environmental stimuli during pig housing.

The current study clearly indicates that genetics has a greater impact on blood gene expression profiles than dietary treatment. 

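When the line of each pig was read from the 50 probes with the largest line difference among the other 47 pigs, 47 of 48 pigs were placed in their own line (exact binomial test, two-sided, P-value 3.5e-13, 95% Clopper-Pearson interval 88.9% to 99.9%). The same procedure placed 25 of 48 pigs in their own diet (P-value 0.89, interval 37.2% to 66.7%). The placements share most of the pigs they are read from and are not independent, so that these P-values and intervals are only approximate. The slides held both lines and both diets in equal numbers, so that neither comparison followed the slides. The paper concludes that genetics weighs more on the expression of genes in blood than the diet.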

In a rat model, genetic background has been shown to have a much larger impact on PBMC transcriptome than on heart transcriptome [25]. With the current findings, it can be hypothesized that the identified DE genes in whole blood may reflect changes that occur in a similar manner in several tissues of the organism in response to genetic selection for RFI. Indeed, it has been shown that the expression of a large number of genes was shared among all tissues including blood cells [10].

The most important pathways shared by genes DE between RFI lines in the blood concern immunity and defense mechanisms. Most of these genes were underexpressed in low RFI pigs compared with high RFI pigs, although some of them (*IFITM1*, *SLPI*, and *IL6ST*) were rather overexpressed in low RFI pigs. For instance, the *CD40* gene coding for a TNF receptor superfamily member required for the B-cell function was found to exhibit a lower expression in the low RFI pigs compared with the high RFI pigs at both examined ages. 

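The 84 genes found in the files are those of all 8 lists of underexpressed genes of Table 4, which overlap. They include the genes of negative regulation of molecular function, anti-apoptosis and regulation of cell adhesion. The mean of the list was also lower in low RFI pigs for regulation of inflammatory response, with 9 of 9 genes lower. It was lower for positive regulation of immune system process, with 16 of 16 lower. Antigen processing and presentation had 7 of 8 genes lower, with a median log2 fold change of -0.30, and anti-apoptosis 14 of 15, with a median of -0.18. A diet effect at a P-value under 0.01 was found for 0 of the 84 genes by limma. With the background-corrected scanner signal, the median of these genes was -0.27 when centred on the array median and -0.28 with the 75th percentile.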

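At 132 days, CD40 was 2.55 ± 0.37 (SD, n = 24 pigs) in low RFI and 2.86 ± 0.19 (SD, n = 24) in high RFI pigs. Its log2 fold change was -0.31 (SE 0.08, adjusted P-value 0.025 by limma), with 19 of 24 low RFI pigs under the high RFI median. Of its 5 probes, 4 were past the criterion of the methods, and all lay between -0.36 and -0.24. The direction was kept on 6 of 6 slides, from -0.64 to -0.04. With the deposited column of the repeated value, the adjusted P-value was 0.079. The arrays cover only this age.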

The expression level of *PSEN1*, a gene participating to T cell activation, was decreased only in 132-day-old pigs. Conversely, the *SLPI* gene, coding for an antimicrobial protein having inhibitory effects that contribute to the immune response by protecting epithelial surfaces, was overexpressed in low RFI pigs at both ages. 

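On the arrays, SLPI was 1.48 ± 0.79 (SD, n = 24 pigs) in low RFI and 0.41 ± 0.90 (SD, n = 24) in high RFI pigs, a log2 fold change of 1.07 (SE 0.24, adjusted P-value 0.0047 by limma). The value was above the high RFI median in 23 of 24 low RFI pigs. All 7 SLPI probes were overexpressed past the criterion of the methods, with log2 fold changes from 0.86 to 1.22, and the difference lay between 0.51 and 2.19 on the 6 slides. With the deposited column of the repeated value, the adjusted P-value was 0.059.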

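The files name 2 probes for IL6ST, and their log2 fold changes were -0.14 and -0.10. Their mean was -0.91 ± 0.22 (SD, n = 24 pigs) in low RFI and -0.78 ± 0.25 (SD, n = 24) in high RFI pigs, a log2 fold change of -0.12 (SE 0.07, P-value 0.079 and adjusted P-value 0.48 by limma), with 15 of 24 low RFI pigs lower. The probe that carries the FC of Table 5 for IL6ST has no gene name in the files, and its log2 fold change was 1.14 (SE 0.32, adjusted P-value 0.034).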

An overexpression of the *IL6ST* gene was also observed in low RFI pigs, a gene encoding a signal transducer shared by many cytokines including interleukin 6. Finding many genes related to immunity in the whole blood transcriptome is expected considering the fact that blood cells constitute one of the first lines of immune defense [10]. A recent study in pigs showing that peripheral blood transcriptome is a relevant source to identify genes related to the immune function responses and to predict the efficiency of individual’s immune response further supports our data [26]. From the current data, it is however not possible to predict this efficiency of immune response in RFI pigs. It has been suggested that livestock animals selected for high production efficiency traits may be more vulnerable to diseases and stressors [27, 28]. Nevertheless, the few available data dealing with the inflammatory response of the two RFI lines do not allow a clear conclusion [29–30]. A lower level of basal inflammation, as indicated by reduced concentration of the acute phase protein haptoglogin, has been recently reported in low RFI pigs compared with high RFI pigs [29]. In response to an immune challenge induced by infection with the porcine reproductive and respiratory syndrome virus [31], pigs selected for a low RFI compared with high RFI pigs had a greater immune response and their growth rate was less affected. Further studies are thus needed to confirm the higher capacity of low RFI pigs and to get a better understanding of the immune capacity and inflammatory response of the two RFI lines.

Genes associated with translational elongation were overexpressed in low RFI pigs compared with high RFI pigs, including *eiF1B* gene involved in translational initiation as one of the top overexpressed genes in the former pigs. 

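EIF1B was 4.04 ± 0.49 (SD, n = 24 pigs) in low RFI and 2.70 ± 0.40 (SD, n = 24) in high RFI pigs, a log2 fold change of 1.35 (SE 0.12, adjusted P-value 6.7e-11 by limma). Every one of the 24 low RFI pigs was above the high RFI median. All 8 EIF1B probes were overexpressed past the criterion of the methods, between 1.29 and 1.47. The difference was between 0.77 and 1.58 on the 6 slides. Among the alternatives, the log2 fold change stayed between 1.32 and 1.37.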

Detectable expression of *eiF1B* gene has been previously demonstrated after microarray analyses in normal whole blood from Human patients [32]. An increase in the expression of genes encoding initiation and elongation factor subunits has been also recently reported in skeletal muscle of low RFI pigs of the sixth and seventh generations of the same selection experiment [6]. These findings may reflect a greater protein synthesis in low RFI pigs than in high RFI pigs, to support increased muscle gain in the former pigs during the growing period [5]. This remains to be further investigated. Indeed, translation initiation signaling proteins did not differ in skeletal muscle between low and high RFI lines [4, 33].

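GPX3 on the arrays of pigs aged 132 days was 0.13 ± 1.18 (SD, n = 24 pigs) in low RFI and 1.68 ± 0.71 (SD, n = 24) in high RFI pigs, a log2 fold change of -1.56 (SE 0.28, adjusted P-value 3.4e-04 by limma) in 21 of 24 low RFI pigs. Of its 4 probes, 3 were underexpressed, down to -2.60, while the brightest probe changed by -0.08 and with it alone the adjusted P-value was 0.96. OAZ3 was -1.48 ± 1.06 (SD, n = 24) in low RFI and 0.13 ± 0.86 (SD, n = 24) in high RFI pigs, a log2 fold change of -1.61 (SE 0.27, adjusted P-value 1.7e-04) in 24 of 24 low RFI pigs, with 3 of 3 probes underexpressed. Within the slides, the difference ran from -2.10 to -0.74 for GPX3 and from -2.41 to -0.56 for OAZ3.

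**Figure D4:**
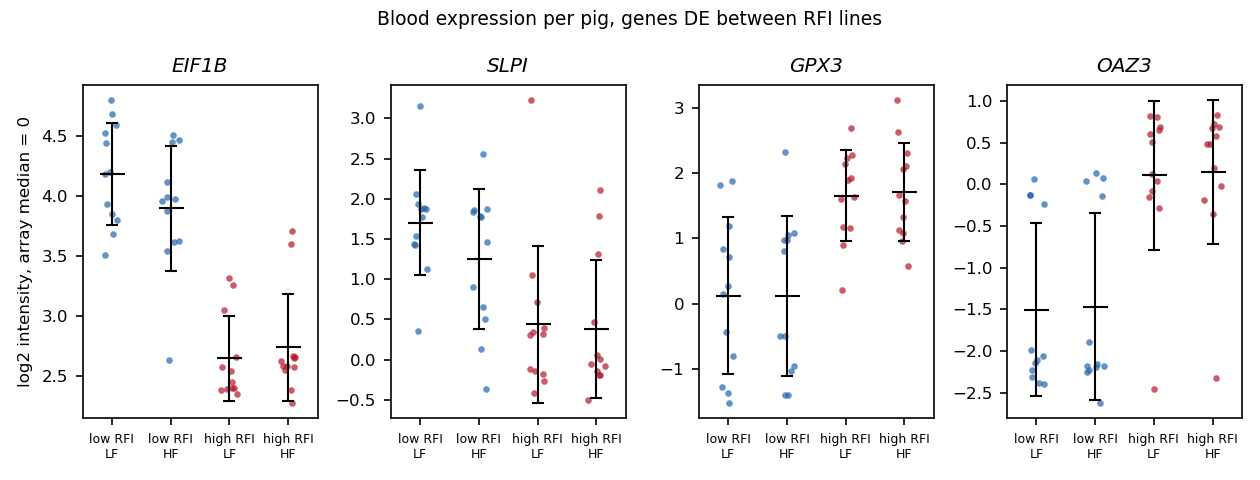
Expression of EIF1B, SLPI, GPX3 and OAZ3 in each pig by line and diet. The y axis is the log2 intensity with the array median at 0, each point is 1 pig, blue is low RFI and red is high RFI, the long bar is the mean and the error bar is the SD of 12 pigs. EIF1B and SLPI have higher means, and GPX3 and OAZ3 lower means, in the low RFI pigs on both diets.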

The expression of genes encoding gluthatione peroxidase 3 (*GPX3*) and ornithine decarboxylase antizyme 3 (*OAZ3*) was also found as DE in low *versus* high RFI pigs at both ages. The same genes have been previously reported to be DE in skeletal muscle between pigs of the former generations of selection [6]. Those two genes have a role in oxidative metabolism. *GPX3*, encoding an enzyme involved in the detoxification of hydrogen peroxide when reactive oxygen species were produced, accounts for the major antioxidant activity in the plasma. *OAZ3*, encoding an enzyme which is an inhibitor of ornithine decarboxylase, itself involved in the anti-oxidant defense, converts ornithine in putrescine, the first step in the synthesis of polyamines that have antioxidant properties. These findings argue for a lower oxidative stress in low RFI pigs [34] and the expression of these genes may be considered as relevant indicators of RFI status in the pig.

Only few genes were found DE in whole blood samples collected from pigs fed the HF or LF diets, despite a large impact of the dietary treatment on growth and body composition of pigs from the two RFI lines [14, 35]. 

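On data simulated with the spread of these arrays, limma called 85% of the probes changed by 0.5 on the log2 scale between the diets and 98% of those changed by 1 at an adjusted P-value under 0.05, over 37113 probes. Among the simulated probes without a change, 0.96% had a P-value under 0.01. The simulated noise was independent between probes, while 1 component held 40.8% of the variance of the deviations from the group means in the pigs. Changes under 0.5 were not simulated, and the probes DE between the diets had a median FC size of 1.24. The simulated rates therefore do not carry over to the diet comparison of these pigs. On gene values from the pigs, 196 of 9919 genes had an unadjusted P-value under 0.05 for the diet. This is a smaller share than the 0.05 expected without any diet effect.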

Between normal weight and diet-induced obese (cafeteria diet) rats, exhibiting large differences in body weight and adiposity index, the number of genes affected by the diet in PBMC (566 genes; [36]) was much higher than in the present study. The difference in the extent of the gene response between our study and the above-mentioned ones are unknown. This may be related to differences in nutrient composition or energy level of the diet. Alternatively, the difference may be related to the fact that an increase in adipose tissue mass occurred in those studies, whereas there was a decrease in the fat mass of pigs fed the HF diet compared with pigs fed the LF diet.

Despite the low number of genes DE in response to the HF compared with the LF diet, the current study highlighted differences in the expression of genes related to the immune system and lipid metabolism as shown reported in PBMC of miniature pigs fed a hyperlipidic diet *versus* hyperlipidic and hyperglucidic diet for 27 weeks [37]. 

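PMAP-23 was 1.77 ± 2.12 (SD, n = 24 pigs) in HF and 0.27 ± 1.75 (SD, n = 24) in LF pigs, a log2 fold change of 1.50 (SE 0.51, P-value 0.0052, adjusted P-value 1 by limma) in 19 of 24 HF pigs, on a single probe. PR39 was 2.83 ± 2.18 (SD, n = 24) in HF and 1.33 ± 1.74 (SD, n = 24) in LF pigs (P-value 0.0079), with 1 of 2 probes past the criterion of the methods. CD5L changed by 0.97 (SE 0.34, P-value 0.0059) in 20 of 24 pigs, and PGLYRP1 by 0.64 (SE 0.21, P-value 0.0033) in 19 of 24, with 3 of 3 PGLYRP1 probes past the criterion. The SD within each diet exceeded the difference between the diets for PMAP-23 and PR39. The direction was kept on 6 of 6 slides for PGLYRP1 and on 5 of 6 for PMAP-23 and PR39.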

Overexpressed genes in pigs fed the HF diet were mainly involved in host defense mechanism (*PR39*, *PMAP-23*, *CD5L*, *PGLYRP1*). With respect to lipid metabolism, two genes were also identified as DE in whole blood of pigs fed the two diets. 

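CPT1A was 0.35 ± 0.36 (SD, n = 24 pigs) in HF and 0.02 ± 0.26 (SD, n = 24) in LF pigs, a log2 fold change of 0.33 (SE 0.09, P-value 4.5e-04, adjusted P-value 1 by limma), with 23 of 24 HF pigs above the LF median. Of its 4 probes, 3 were overexpressed past the criterion of the methods, and the range over the probes was 0.16 to 0.44. The difference lay between 0.17 and 0.58 on the 6 slides.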

The *CPT1A* (carnitine palmitoyl transferase 1A) gene, encoding an enzyme which is localized in the inner membrane of the mitochondria and participates to the entrance of fatty acids in the mitochondria for β-oxidation, was overexpressed in HF pigs compared with LF pigs. This may reflect a higher fatty acid oxidative capacity in blood cells of HF pigs, as observed in rats [38]. Other studies have shown that *CPT1A* gene expression in PBMC did not vary between overweight and control rats [39], or between obese and normal weight subjects in human [40]. Conversely, the expression of *CPT1A* was higher in overweight children than in normal weight children [41]. In our study, the fact that HF pigs were leaner and lighter than LF pigs [14] suggests no direct relationships between *CPT1A* expression in peripheral blood and changes in adipose tissue mass.

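LCN2 was -0.57 ± 0.99 (SD, n = 24 pigs) in HF and -1.24 ± 0.65 (SD, n = 24) in LF pigs, a log2 fold change of 0.67 (SE 0.23, P-value 0.0057, adjusted P-value 1 by limma) in 17 of 24 HF pigs. All 3 LCN2 probes were overexpressed past the criterion of the methods, between 0.63 and 0.70. On single slides, the difference ran from -0.09 to 1.34.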

The gene encoding lipocalin 2 (LCN2) was also overexpressed in pigs fed the HF diet compared with pigs fed the LF diet. Lipocalin 2 also named neutrophil gelatinase-associated lipocalin (NGAL) has been recently characterized as an adipokine playing putative roles in glucose and lipid metabolism [42, 43]. This adipokine shares structural similarities with fatty acid binding proteins and retinol-binding proteins. Recent studies have shown a higher LCN2 expression level in PBMC of adults exhibiting higher adiposity [44] and (or) higher body weight and body mass index [45]. With this contrasted findings, further studies are needed to determine whether there is a possible relationship between peripheral blood LCN2 expression and adipose tissue mass variation.

In summary, the current study based on the investigation of pigs selected for feed efficiency and fed two diets contrasted in energy sources indicate that transcriptomics analyses is an additional tool to study variations of phenotypes in a dynamic way throughout the life of the animal. It also supports the potential use of blood transcriptome to highlight biomarkers for future selection process in pig or in other species.

## Supporting Information

S1 Table Primer sequences used for analysis of gene expression by qPCR. (DOCX) Click here for additional data file.

S2 Table Probes expressed in whole blood of pigs selected for low or high residual feed intake (RFI) fed a low-fat, low-fiber (LF) or high-fat, high-fiber (HF) diet, with significant interaction between line and diet. (XLSX) Click here for additional data file.

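S2 Table gives the name, the gene symbol and the P-value of the interaction for each of its 106 probes. The interaction asks whether the difference between HF and LF pigs is the same in both lines, and its P-value comes from the analysis of variance of the methods. A symbol is printed for 74 of the probes, and these are 59 different genes because several genes are listed by more than 1 probe. The same analysis of variance, run with the column of high RFI HF replicate 1 rebuilt from its scanner file, gave a P-value under 0.01 for all 106 probes, and the largest difference from the printed P-values was 1.7e-15. With that column as deposited, 9 of the 106 probes had a P-value under 0.01, and without that pig 74 did. By limma, the lowest adjusted P-value among these probes was 0.9.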

# Supplementary material for: Whole Blood Transcriptomics Is Relevant to Identify Molecular Changes in Response to Genetic Selection for Feed Efficiency and Nutritional Status in the Pig
**Source:** PLoS One. 2016 Jan 11;11(1):e0146550. doi: 10.1371/journal.pone.0146550
**Supplement:** S1 Table

**S1 Table. Primer sequences used for analysis of gene expression by qPCR.**

| **Gene symbol** | **Description** | **Accession number^a^** | **Primer sequence (5’-3’)^b^** |
| --- | --- | --- | --- |
| CD40 | CD40 molecule, tumor necrosis factor receptor superfamily member 5 | NM_214194 | F : GCCCGCCAGGACAGAAA  R : GGAACTGCAAGGAAGGCATTC |
| CPT1A | Carnitine palmitoyltransferase 1A | XM_005660602 | F: TTAAAGTCCTGGTGGGCTACAA  R: CCTCGCCGCCTGAATGT |
| DGAT2 | Diacylglycerol O-acyltransferase 2 | HQ403606 | F: CCTGATGTCTGGAGGCATCTG  R: CACGATGATGATGGCATTGC |
| GPX3 | Glutathione peroxidase 3 | NM_001115155 | F : GCTTCCCCTGCAACCAATT  R : GGACATACCTGAGAGTGGACAGAA |
| LCN2 | Lipocalin 2 | XM_005660462 | F: TCGCAATCGACCAGTGCAT  R: TGGGCAAAGGCTGAAGACAT |
| NMI | N-myc (and STAT) interactor | XM_005652427 | F: GTGGAGAGCGTGGAGTATGACA  R: TCAGCAACTCCACTTTCCACAA |
| OAZ3 | Ornithine decarboxylase antizyme 3 | NM_001301406 | F : ATTGTATTCGGCTGGGAACCT  R : GGCGGAAGTGGAAGTCTAGCT |
| PSAP | Prosaposin | XM_005671043 | F : ACAAGCCAACCGTGAAATCC  R : CAGTGGCATTGTCTTTCAACATG |
| PSEN1 | Presenilin 1 | XM_005666340 | F : GTCACGATCTGCTGTACAGGATCT  R : ATCCAAGTTTTACTCCCCTTTCTTC |
| SLPI | Secretory leukocyte peptidase inhibitor | NM_213870 | F : TGCTATCACGAACCCAGTTAAGG  R : GAGCATCATACACTGGCCATAGAC |
| TRAF6 | TNF receptor-associated factor 6 | XM_005652801 | F: CCCCCTGTGGTCATAGGTTCT  R: GTGACCTGCATCCCTTATTGACT |
| TBP1^c^ | Telomeric DNA binding protein 1 | XM_005658569 | F : AACAGTTCAGTAGTTATGAGCCAGA  R: AGATGTTCTCAAACGCTTCG |
| TOP2B^c^ | Topoisomerase (DNA) II beta | AF222921 | F: AACTGGATGATGCTAATGATGCT  R: TGGAAAAACTCCGTATCTGTCTC |

^a^Accession number in the National Center for Biotechnology Information (NCBI) or Ensembl project database for pig sequences. F and R indicated respectively.

^b^F: forward primers; R: reverse primers.

^c^Gene used as reference for qPCR normalization.

How the deposited data were processed for this re-analysis (not part of the article)

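Whole blood was taken at 132 days of age from 48 pigs, 24 of each RFI line, of which 12 per line were fed the HF diet and 12 the LF diet. RNA of each pig was hybridized to 1 single-colour array, and the arrays were on 6 slides scanned on 3 days. The replicate numbers of the samples are taken as labels only, since each number occurs once in each group on 1 slide and neither the labels nor the paper say what a shared number means. The blood counts and the qPCR have no deposited files and were not analysed.

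The authors deposited scanner files with the intensity of each spot, its local background and quality calls, as the scanner software wrote them. They also deposited a table of log2 values for the 37113 spots that they retained. The arithmetic behind the deposited log2 values was tested on the files. On 47 arrays a value is the log2 of the median pixel intensity minus the median of the array over the retained spots, without background subtraction. In the deposited column of high RFI HF replicate 1 a single value is repeated after the first 24 entries, and this column was rebuilt in the same way from the scanner file. The authors also list interaction P-values in S2 Table, which come from their analysis of variance as deposited with the article.

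Gene symbols were taken in a fixed order, from the accession of the probe in a RefSeq table (5960 probes), the gene name in the scanner files (12115), a replaced older symbol (160), a gene number in the RefSeq table (1573) and S2 Table (21). No symbol was found for 17284 probes. The value of a gene was the mean of its probes, and 4524 genes had more than 1 probe. Genes are named in the text when the paper names them, or when they are among the 10 with the largest change in each direction past an adjusted P-value of 0.05 for line or diet, or past the criterion of the methods where fewer than 10 pass. For the interaction they are the 10 genes with the lowest P-values and LGALS3, which S2 Table lists by the most probes.

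A linear model with line, diet and their interaction, coded to sum to 0, was fitted to each probe and to each gene with limma 3.58.1 in R 4.3.3, followed by the empirical Bayes moderated test. The criterion of the methods is a P-value under 0.01 and an FC above 1.1, and BH adjustment was made over all probes or genes tested. Gene sets were tested with camera, at an inter-gene correlation of 0.01, and with fry. The sets were the 9 lists of Table 4, 74 ribosomal protein genes and 9 lists of marker genes of blood cells and of interferon response. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Correlations were tested with 100000 permutations.

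The alternatives were the analysis of variance of each probe, the background-corrected scanner signal centred on the array median or on the 75th percentile, background correction by limma's normexp model with an offset of 50 followed by quantile normalization, all non-control probes, probes well above background only, slide as a block, the replicate number as a block, a trended and robust prior, no FC criterion, the brightest probe of a gene, and the mean of the probes past the criterion. All non-control probes were tested on the background-corrected scanner signal, centred on the array median over these probes. The column as deposited and the data without that pig were added after the values were seen.

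The median intensity over the local background was 5.91 to 16, with a median of 10.95 over the arrays, and no non-control spot was saturated. The procedure was tested on simulated data with 200 probes changed per effect and with noise independent between probes. Its rates therefore do not carry over to probes that vary together. At an adjusted P-value under 0.05 it recovered 83% of line changes of 0.5 on the log2 scale and 99% of line changes of 1, and for the interaction 36% and 79%. A simulated set of moved genes had P-values of 5.2e-59 by camera and 3.4e-28 by fry, and an unmoved set 0.26 and 0.13.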

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

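The test of this part was chosen before its result was seen. A signal appeared in spots that the paper did not analyse. When all 60305 non-control probes were tested together with limma, 127 of the 23192 probes that the authors did not retain had a line effect at an adjusted P-value under 0.05, 55 higher and 72 lower in low RFI pigs. In the same test 669 retained probes did. Unlike the main test, it used the background-corrected scanner signal. For the diet, limma called 0 of the probes that were not retained, and 119 had a P-value under 0.01 with an FC above 1.1. The called probes with a symbol stood for 42 genes.

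Of the 127 probes, 48, or 37.8%, were well above background on every array of at least 1 group, against 3365 of all 23192 probes that were not retained. Bright spots were thus more frequent among the called probes than among the rest, and the values do not decide whether spots near background account for the others. A difference between the lines themselves stays open and was not tested apart from the line effect. The slides held both lines in equal numbers, and a slide block was not fitted to these probes separately.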

How the results depend on the processing

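The alternatives were set before the data were examined, except for the column of high RFI HF replicate 1 as deposited and the data without that pig, which were chosen only after the values were seen. Most changed 1 choice at a time. The 75th percentile alternative changed both the background correction and the scaling, and quantile normalization came together with a background model. The test of all non-control probes also changed the background correction and the centring. The replicate block was also run together with the slide block.

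No result changed to the opposite direction past its threshold. The number of probes DE between the lines lay between 2075 and 2607 under the alternatives set in advance, and was 1006 with the column as deposited. The number at an adjusted P-value under 0.05 lay between 796 and 1496, and was 265 with the column as deposited. The number of probes DE between the diets rose from 91 to 181 with all non-control probes on the background-corrected signal. Of these 181 probes, 119 were not retained by the authors. The number was 156 with the replicate block, alone or with the slide block, and 59 with the column as deposited. For the interaction, 98 probes became 150 with the 75th percentile, 180 with all non-control probes, 211 with the replicate block, alone or with the slide block, and 14 with the column as deposited. Without that pig the numbers were 2201, 95 and 76. In the column as deposited a single value stands in place of the measured values of a pig. Beyond this, the cause of the changes was not tested. With all non-control probes, the number of probes and the other signal were not told apart. For diet and interaction limma called 0 probes after correction in every setting, with 610 and 847 probes at an unadjusted P-value under 0.05. The analysis of variance also called 0, with 622 and 879. These numbers are smaller shares of the probes than the 0.05 expected without an effect.

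Of 20 single genes for the line, 16 had an adjusted P-value under 0.05 in the direction of the paper, 13 with the brightest probe and 12 with the column as deposited. Of 18 for the diet, 14 were past the criterion of the methods, with 10 after quantile normalization and 15 with the replicate block. All 8 lists of underexpressed genes of Table 4 stayed lower in low RFI pigs under each alternative applied to sets. Of the 18 tests of marker sets, 7 passed an adjusted P-value of 0.05 by camera and 2 by fry, and the cause was not tested. The analysis of variance, the trended prior and all non-control probes were not applied to sets, and the mean of the probes past the criterion gives an effect without a test.

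Of 158 named genes, 62 had a line effect at an adjusted P-value under 0.05. Under all 9 alternatives set in advance that have a test 40 of these were past it, and 61 had the same sign. The median line effect over all genes was 0.03 on the log2 scale, 0.02 to 0.03 under the scalings set in advance and -0.08 with the column as deposited, and for the diet it was 0.01 and 0.11 as deposited.

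Over the 72 pairs of pigs of different groups with the same replicate number, the mean correlation of the deviations from the group means was 0.18, from -0.60 to 0.71, with 44 pairs over 0.1. It was 0.03 over 96 pairs with other numbers on the same slide and -0.04 over 960 pairs on other slides. With the replicate number as a block, 2591 probes were DE between the lines. Signal over background, 5.91 at the lowest array, limits what can be read from dim spots.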

Differences from the paper's values

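Fold changes below are of the gene value, the mean of all probes that were given the symbol of the gene. They are low RFI over high RFI pigs or HF over LF pigs, with the inverse ratio and a minus sign for a decrease. The accession of a probe came before its gene name in the scanner files when symbols were given. The single probes that carry the paper's values were found after the values were seen.

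For IFITM1 the paper gives 4.34 and the files gave -1.04, for IL6ST the paper gives 2.20 and the files -1.09, and for SLA-DOA the paper gives -2.12 and the files -1.05. For these 3 genes the difference stayed under all the alternatives set before the data were examined. The brightest SLA-DOA probe, an alternative set before the data were examined, had a log2 fold change of -0.41 and an adjusted P-value of 0.0043, which calls the gene in the direction of the paper. A single probe without a gene name carries the paper's value for IFITM1, IL6ST and SLA-DOA.

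For WFDC2 the paper gives 2.16 and the files 1.48, and for CAPNS1 the paper gives -4.09 and the files -1.78. This value of CAPNS1 includes a probe that the scanner files name GPX3. Of the alternatives set before the data were examined, the mean of the probes past the criterion came within the spread of the paper's value and the others did not. For GPX3 the paper gives -6.07 and the files -2.94, and the scanner signal centred on the array median or the 75th percentile and the mean of the probes past the criterion came within the spread, while the others did not. For HTRA1 the paper gives -2.68 and the files -1.82, and the median and 75th percentile scalings of the scanner signal and the brightest probe came within the spread, while the others did not. For NPR3 the paper gives -2.17 and the files -1.57, and the median and 75th percentile scalings came within the spread, while the others did not. For NOC4L the paper gives 1.27 and the files 1.1, and for RAE1 the paper gives -1.24 and the files -1.1. For both, the median and 75th percentile scalings, the brightest probe and the mean of the probes past the criterion came within the spread, while the others did not.

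For each entry of Tables 5 and 6 a single probe had the paper's FC and P-value in the analysis of variance. Of the 17 genes of Table 5 in the files 15 changed in the direction of the paper, and of the 18 genes of Table 6 in the files 18 did.

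The paper gives an adjusted P-value of at most 0.1 for 88% of the DE probes, and the analysis of variance gave it for 70.5% and limma for 71.1%. The paper counts 74 genes for the interaction, and the printed symbols of S2 Table are 59 different ones.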

Other observations

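The tests on sequence variants, on the probe listed as CAPNS1, on splits within replicate numbers and on the balance of the splits over the slides were chosen only after the result was seen, and the others before it.

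With line permuted within diet, 3 of 100 splits of the pigs, the real one included, gave as many probes DE as the 2146 between the lines, a share under 0.05. The other splits had a median of 111 and a range from 15 to 7423, so that the number of probes alone lies within what regrouped pigs can give. For the diet 65 of 100 splits gave as many as 91 probes, and for the interaction 67 of 100 gave as many as 98, so that chance cannot be excluded for either. These splits took no account of the replicate numbers. When only pigs with the same number were swapped and the number was a block, 6 of 100 splits gave as many as 2591 probes for the line, 32 as many as 156 for the diet and 24 as many as 211 for the interaction, so that chance cannot be excluded for any of the 3 numbers in this way. In the random splits of the lines with as many probes as the real one, 6 to 8 pigs were out of balance over the slides, against a median of 6 in all random splits and 0 in the real one. With slide as a block 2415 probes were DE between the lines. Each slide held 2 arrays of each group, so that this block could not change a fold change and the number says nothing on the slides as a source. The same balance adds a shift of a whole slide equally to both lines, and the place of an array on its slide was not tested. In all, 7899 probes differed between slides and 9388 between scan days at an adjusted P-value under 0.05. Of the pigs left out in turn, 47 of 48 were placed in their own line, 23 low RFI and 24 high RFI, and 25 of 48 in their own diet, 13 HF and 12 LF, which leaves open whether the diets share a profile.

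Marker genes of blood cells were listed before the test, and cell shares were not measured in these files. The paper's cell counts showed no significant line difference in neutrophils, lymphocytes or monocytes. Between the diets, only lymphocytes among these tended to differ, with more in HF pigs. For the line, the adjusted P-values by camera and fry were 3.0e-09 and 0.016 for B cells (10 of 12 genes lower in low RFI pigs, median -0.18 on the log2 scale, 21 of 24 pigs), 2.0e-04 and 0.018 for neutrophil surface genes (3 of 3 lower, -0.31, 19 pigs), 0.0023 and 0.51 for interferon response (12 of 14 lower, -0.18, 17 pigs) and 0.0033 and 0.13 for T cells (13 of 13 higher, 0.14, 22 pigs). For monocytes they were 0.062 and 0.51, for platelets 0.13 and 0.71, for NK cells 0.79 and 0.82 and for neutrophil granule genes 0.91 and 0.91. For the diet they were 9.9e-18 and 0.075 for granule genes (15 of 16 higher in HF pigs, median 0.55, 18 pigs), 8.6e-04 and 0.51 for erythroid genes (12 of 14 higher, 0.11, 16 pigs), 0.025 and 0.74 for NK cells (7 of 10 lower, -0.08, 13 pigs), 0.13 and 0.71 for platelets, 0.14 and 0.9 for T cells, 0.31 and 0.82 for interferon response, 0.63 and 0.93 for monocytes, 0.79 and 0.9 for B cells and 0.98 and 0.93 for neutrophil surface genes. Tables 4 to 6 name 3 of the B cell, 2 of the erythroid, 1 of the monocyte, 6 of the granule and 2 of the neutrophil surface genes that were listed. By camera the call for NK cells and the diet was lost with the scanner signal centred on the array median, 0.054, or the 75th percentile, 0.057, and without the pig of the rebuilt column, 0.071. The platelet set passed with quantile normalization, 0.038. Without the genes named in Tables 4 to 6, the erythroid call for the diet was lost by camera, 0.092, and the line calls of B cells and neutrophil surface genes were lost by fry, 0.085 and 0.066, while by camera they were 1.1e-04 and 0.0044.

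A lower share of B cells was tested as the source of the lower genes in the 8 lists of underexpressed genes of Table 4. With the mean of 9 B cell markers that the paper does not name as a covariate, 33 of 81 list genes outside the marker set had a line effect at a P-value under 0.01, against 49 without it, and the median changed from -0.222 to -0.180. This argues against B cells as the whole source, and a part stays open. In the paper's counts lymphocytes did not differ between the lines, and B cells were not counted apart. The line effect of the 74 ribosomal protein genes also moved with the covariate. Their median of 0.090 became 0.137 with these B cell markers and 0.053 with 13 T cell markers. With erythroid and granule markers it was 0.103 and 0.090. Without a covariate 7 of these genes had a P-value under 0.01, against 33, 6, 11 and 7 in that order. A part of the mix of cells in the ribosomal result therefore stays open. The B cell genes with the highest intensities were SPIB, 5.56 in low RFI and 5.74 in high RFI pigs, VPREB3, 4.11 and 4.27, and CD79B, 3.63 and 3.82. Intensities of different probes do not rank the amounts of RNA.

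More RNA of granule-rich neutrophils in HF blood is a candidate source of the granule genes among those overexpressed in HF pigs. The 10 granule markers that Tables 4 to 6 do not name were higher in HF pigs by camera, with an adjusted P-value of 5.1e-07 (9 of 10 genes, median 0.46, 17 of 24 pigs), but not by fry, with 0.15. The granule genes with the highest intensities were S100A8, 5.14 in HF and 4.63 in LF pigs, S100A12, 5.11 and 4.62, and CHI3L1, 4.19 and 4.14. In the paper's counts, neutrophils did not differ significantly between the diets. The counts therefore do not show more neutrophils in HF blood, and a change within the same number of cells stays open.

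The paper's Table 2 has more red blood cells in low RFI pigs. The erythroid genes were not higher as a set in these pigs, with an adjusted P-value of 0.34 by camera and 0.71 by fry (11 of 14 genes higher, median 0.11, 12 of 24 pigs). The erythroid genes with the highest intensities were AHSP, 9.71 in low RFI and 9.61 in high RFI pigs, and HBB, 9.19 and 9.12. This leaves the question open, since 11 of the genes went up and the set test did not pass.

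Of 8873 genes placed on the chromosomes, 303 had a line effect at an adjusted P-value under 0.05. With pairs sharing a stretch of 20 bases left out, 18 neighbouring pairs had both genes called, 12 of them in the same direction, against a median of 10.0 over 10000 shuffles of the gene positions (P-value 0.016). Shared probe sequence therefore leaves this number above the shuffles. Regions that differ between the selected lines stay open and were not tested.

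A sequence variant under a probe may change its signal without a change in RNA. Of 20 genes with a probe past an FC of 2 between the lines, 11 had other probes that share no stretch of 20 bases with it. Of these 20 other probes 9, or 45.0%, had a P-value under 0.01 in the same direction, while 5.89% of the retained probes had such a P-value in either direction. For 7 of the 11 genes at least 1 such probe moved the same way. These other probes leave out every probe past an FC of 2, so all pairs of probes of a gene were also compared. In 10 of the 20 genes, among them EIF1B and GPX3, a probe past an FC of 2 and another probe without a shared stretch moved the same way at a P-value under 0.01, which argues against a variant under a single probe for those genes. Of the other 10 genes, 6 have only 1 probe, and both TGM1 probes share a stretch, so that for these a variant cannot be told apart from a change in RNA. In the remaining genes, CAPNS1, RPL38 and SLA-1, none of the 3, 1 and 5 other probes without a shared stretch moved the same way at a P-value under 0.01, which argues against a change in all RNA of the gene. A variant, a part of the transcripts and RNA of another gene stay open for RPL38 and SLA-1, and the probe listed as CAPNS1 is treated below.

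The first principal component of the deviations from the group means held 40.8% of their variance. Over 48 pigs its correlation with the median signal over local background was 0.61 (Pearson), 0.58 (Spearman) and 0.56 without the 2 farthest pigs, with a permutation P-value of 1e-05, the smallest that 100000 permutations can give, and an adjusted P-value of 3.3e-05 over 10 relations. The sign was kept on 6 of 6 slides, from 0.33 to 0.95. Array signal level may therefore account for part of it. The correlation with the mean of T cell markers was 0.67 (Spearman 0.69, 0.62 without the 2 farthest, adjusted P-value 3.3e-05, 6 of 6 slides), but 67.2% of random gene sets of that size had a smaller one, so that a varying mix of cells cannot be told apart from a component that most genes follow. With the erythroid markers it was -0.84 (Spearman -0.83, -0.81 without the 2 farthest, adjusted P-value 3.3e-05), larger in size than for 88.4% of random sets.

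The probe listed as CAPNS1 in Table 5 may read RNA of GPX3. Over 48 pigs its deviations from the group means had a correlation of 0.99 with the mean of the GPX3 probes that have a line effect (Spearman 0.99, 0.99 without the 2 farthest, permutation P-value 1e-05, the smallest possible, adjusted 2.0e-05 over both relations, 0.99 to 1.00 within slides). With the other CAPNS1 probes it was -0.05 (Spearman -0.06, -0.12 without the 2 farthest, P-value 0.75). The probe shares a stretch of 24 bases with a GPX3 probe and of 7 bases at most with the other CAPNS1 probes. The other 3 CAPNS1 probes each changed by -0.02 between the lines.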
